# The aging mouse CNS is protected by an autophagy-dependent microglia population promoted by IL-34

**DOI:** 10.1038/s41467-023-44556-6

**Published:** 2024-01-09

**Authors:** Rasmus Berglund, Yufei Cheng, Eliane Piket, Milena Z. Adzemovic, Manuel Zeitelhofer, Tomas Olsson, Andre Ortlieb Guerreiro-Cacais, Maja Jagodic

**Keywords:** Multiple sclerosis, Microglial cells

## Abstract

Microglia harness an unutilized health-promoting potential in age-related neurodegenerative and neuroinflammatory diseases, conditions like progressive multiple sclerosis (MS). Our research unveils an microglia population emerging in the cortical brain regions of aging mice, marked by ERK1/2, Akt, and AMPK phosphorylation patterns and a transcriptome indicative of activated autophagy - a process critical for cellular adaptability. By deleting the core autophagy gene *Ulk1* in microglia, we reduce this population in the central nervous system of aged mice. Notably, this population is found dependent on IL-34, rather than CSF1, although both are ligands for CSF1R. When aging mice are exposed to autoimmune neuroinflammation, the loss of autophagy-dependent microglia leads to neural and glial cell death and increased mortality. Conversely, microglial expansion mediated by IL-34 exhibits a protective effect. These findings shed light on an autophagy-dependent neuroprotective microglia population as a potential target for treating age-related neuroinflammatory conditions, including progressive MS.

## Abstract (web summary)

Microglia could have health-promoting capacities in age-associated neuroinflammation. Here, the authors describe an autophagy and IL-34 dependent neuroprotective microglia population in the aging brain as a potential therapeutic target.

## Introduction

Microglia are resident myeloid cells of the central nervous system (CNS). They act both as glial cells, preserving CNS homeostasis with trophic support to neurons and other glia, and as immune cells carrying functions important in response to tissue damage. While other glial cells are of ectodermal origin, the yolk sac-derived microglia populate the CNS during embryonic stages and are instrumental in neural development^1–3^. After establishment, microglia are considered self-renewing throughout life with region-specific density and phenotypes^4,5^.

The establishment and maintenance of the microglial population is dependent on the activity of CSF1R^6–8^. In humans, mutations in the *CSF1R* gene cause severe loss of microglia and associate with lethal abnormalities and degenerative changes in the CNS^9–11^. In adult microglia depletion models, using either genetic targeting or chemical CSF1R inhibition, the niche is rapidly repopulated by bone marrow-derived macrophages (BMDM) and proliferation of residual microglia cells^11–13^. BMDM can enter the CNS during inflammation but does not contribute to the myeloid population of the CNS parenchyma when homeostasis is restored^14,15^.

The CSF1R has two known ligands, colony-stimulating factor-1 (CSF-1/M-CSF) and interleukin-34 (IL-34). CSF-1 is highly expressed in the CNS by microglia/macrophages operating in an autocrine fashion, while IL-34 is primarily expressed by neurons and endothelial cells^16–18^. Neutralizing CSF-1 causes a partial loss of microglia primarily in the cerebellum and white matter regions of CNS, while anti-IL-34 antibody blocking causes a loss in grey matter, which follows the spatial expression patterns of these cytokines^7,19–21^. CSF-1 expression is dynamic and shown to increase during inflammation, while IL-34 has higher CSF1R affinity and a ~ 300-fold higher concentration in the CNS under homeostatis^22–24^. IL-34 concentrations in cerebrospinal fluid do not however change during CNS inflammation^24^.

Canonical-(macro)-autophagy is an intracellular process necessary for dynamic cellular adaptation to nutrient availability as well as intracellular metabolic, translational and organelle function disturbances, which impacts cell survival and differentiation. Downstream of the CSF1R activation, phosphorylation of ERK1/2, Akt and AMPK differentially regulate myeloid cell proliferation, survival, and differentiation^7,25,26^. The Akt pathway acts through mTORC1, leading to inhibition of autophagy and induction of cell-cycle progression in response to metabolic and immunological stimuli^27,28^. AMPK counteracts Akt/mTORC1 and stimulates autophagy and myeloid cell functions such as phagocytosis and secretion of IL-1b, IL-10 and other both pro-inflammatory and inhibitory cytokines^29–34^. While Akt and AMPK act in an opposing manner on autophagy initiation, activation of ERK1/2 is both regulated by and regulates autophagy and is shown e.g., to induce auto-phagosome maturation^35–38^. In comparison to CSF-1, IL-34 is shown to induce a higher degree of CSF1R-mediated activating phosphorylation of ERK1/2 in cultured microglial cells^24^.

By altering cellular components for recycling, including surface receptors and metabolic organelles, autophagy appears as an integrative regulator of immune cells, hence a target for pharmaceutical immunomodulation^39^. In recent years, findings by us and others have expanded the function of autophagy and its associated proteins to other roles, including phagocytosis and MHC class II presentation^40–42^. The ULK1 protein is not associated with these non-canonical functions but is indispensable for the early steps of canonical-autophagy and a regulatory target through phosphorylation downstream of CSF1R^26,43–45^. Degradation of misfolded or aberrant proteins is a hallmark of ULK1-derived autophagy, and impairment in this process causes ER stress-activated unfolded protein response, which is associated with cellular senescence and apoptosis^46,47^.

Altered microglial phenotypes have been implicated in multiple sclerosis (MS), which is an autoinflammatory disease of the CNS where immune cells destroy myelin and induce neuronal damage causing neurological deficits. Successful targeting of the adaptive immune system reduces inflammation and clinical relapses. However, later stages of MS disease present a more degenerative phenotype with age as the strongest risk factor and histopathological association to microglial phenotypes, including an increased density of autophagosomes^48–52^. CSF1R-mediated depletion of microglia in animal models accelerates progressive neuroinflammation, and several genetic risk alleles for human neurological diseases are assigned to microglial dysfunction^53^. ERK1/2 phosphorylation is predicted to induce the reactive “disease-associated microglia” (DAM) phenotype detected in several neurodegenerative and inflammatory diseases including MS^54–56^. These reactive microglial phenotypes display increased expression of, e.g., ITGAX (CD11c), TREM2, CLEC7A, CSF-1, MHC class II, and associated APC molecules^55,57–59^. P2RY12, CX3CR1 and CSF1R expression define the contrasting “homeostatic microglia”. Autophagy and the pathways that regulate it, i.e. mTOR, AMPK, Akt, and ERK, are implicated in MS pathogenesis from pathway analysis of MS risk genes^60^, including *ATG4D* that is involved in phagosome maturation and encoded by one of the MS risk loci^60^.

Recent studies illustrate a spatial and transcriptional heterogeneity of microglia populations. Insights from humans and experimental animals deficient in microglia, suggest reshaping of microglial phenotypes, rather than depletion, as a therapeutic option for diseases such as progressive MS and inflammatory neurodegeneration^5,52,61^. In this study, we investigated how age-associated alterations in CSF-1- and IL-34-induced CSF1R signaling polarize microglial populations and the capacity of an autophagy-dependent microglia subpopulation to control and dampen neuroinflammation.

## Results

### The aged CNS is characterized by a reduced turnover of microglia and an altered CSF1R axis

The turnover of microglia is slow compared to other immune cells. In human CNS, about 28% of the microglia population is replaced every year, and in rodents, less than 1% are newly divided cells at any given time^4,62^. The microglial proliferative rate shows regional differences, but the cells seem to proliferate locally without the contribution from distant migrating microglia^5^. To study the turnover of microglia during aging, we isolated microglia from aged CNS (>20 months) and compared them to microglia from adult mice (3-5 months). In these experimental settings, we used the established gating strategy defining microglia as live CD11b^+^, Ly6G^-^, CD45^Intermediate^ or, in naïve conditions, by the *Cx3cr1* promoter-driven eYFP reporter expression (Fig. S1A, B). The CD45^Intermediate^ population has lower expression of the monocyte marker Ly6C and increased expression of CD11c and CX3CR1(YFP), validating this gating strategy (Fig. S1A, B). We found decreased proliferation and apoptosis of aged microglia as quantified by EdU uptake (Fig. 1A) and AnnexinV staining (Fig. 1B), respectively. This did not affect the total number of microglia (Fig. 1C), suggesting a slower turnover of microglia in the aged CNS. Microglia are dependent on CSF1R signaling for proliferation and survival^20,23,63–66^. We found that the expression of CSF1R ligands, *Csf1* and *Il34*, was strongly upregulated in the aging CNS while CSF1R showed lower microglial surface expression (Fig. 1D, E). The aging microglia also displayed an altered surface marker profile, including increased expression of markers shaping the reactive microglia phenotype and function, namely MHC class II, CLEC7A, CD11c and TREM2 (Fig. 1F)^56–58,67,68^. In addition, the putative marker of homeostatic microglia, P2RY12 also showed increased density, while CX3CR1 was unchanged (Fig. 1F)^48,69,70^. Other receptors central in microglial maintenance and function, such as MSR1 (Macrophage scavenger receptor, SR-A) and CD68, showed no age-associated changes in expression (Fig. 1F). Taken together, this indicates both a higher degree of reactive differentiation in the aged microglia population with an associated increase in the homeostatic marker P2RY12.

**Fig. 1:**
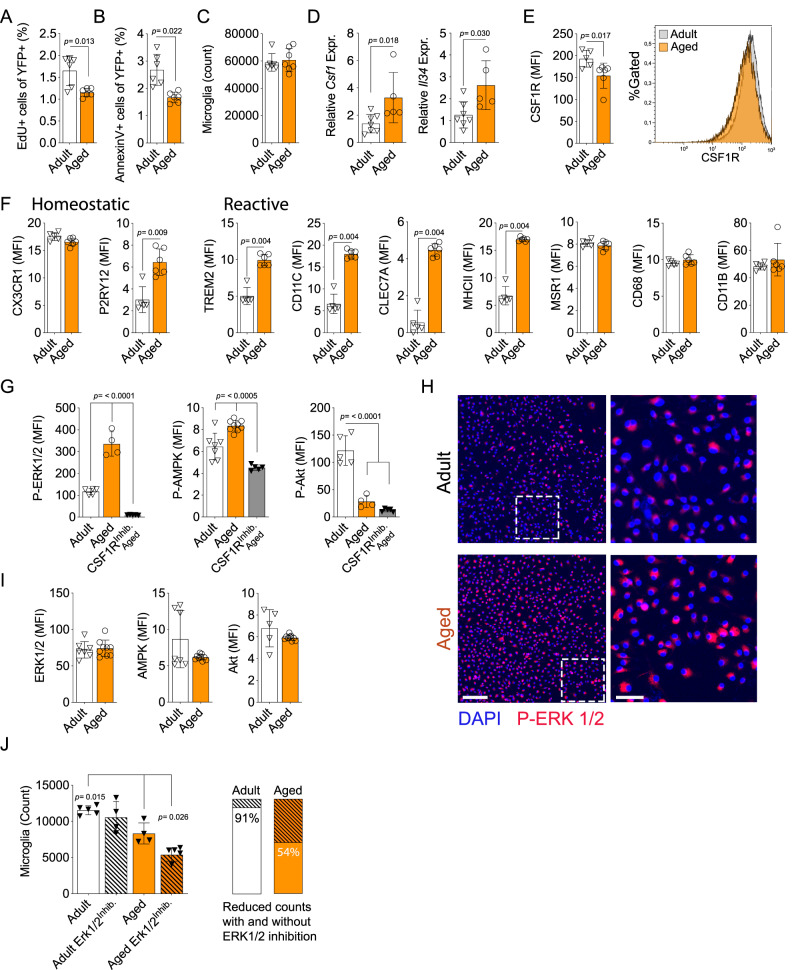
Aged CNS is characterized by a reduced turnover of microglia and an altered CSF1R axis. **A**–**C** Microglia proliferation, apoptosis and total numbers, respectively, assessed by flow cytometry after three EdU i.p. injections days 5, 3 and 1 before analysis (adult, *n* = 5; aged, *n* = 6). **D** CNS mRNA expression of *Csf1* and *Il34* normalized to *Hprt* and *B-actin* (adult *n* = 7; aged *n* = 5). **E**, **F** Microglia surface marker density assessed ex vivo by flow cytometry (adult, *n* = 5; aged, *n* = 4). **G** Microglia phosphorylation status assessed ex vivo after 4 h culture in CSF-1 enriched medium in the presence or absence of the CSF1R inhibitor PLX3397 (P-ERK1/2 and P-Akt adult, *n* = 5; aged, *n* = 4; CSF-1^Inhib^, *n* = 5. P-AMPK; adult, *n* = 7; aged, *n* = 9; CSF-1^Inhib^, *n* = 5). **H** Immunocytochemistry images of freshly isolated microglia of young and old mice showing expression of phosphorylated ERK (red) and nuclei (DAPI; blue). Scale bars correspond to 500 μm (left) and 50 μm (right). **I** Total intracellular content of target proteins in freshly isolated microglia assessed by flow cytometry PLX3397 (P-ERK1/2 and P-AMPK adult, *n* = 7; aged, *n* = 9. P-Akt; adult, *n* = 5; aged, *n* = 9; CSF-1^Inhib^, *n* = 5). **J** Microglia cell count after 72 h in vitro culture w/wo ERK1/2 inhibitor SCH772984. Bars to the right show percentual decrease in striped areas (all conditions *n* = 5 except “Adult CSF1R^Inhib^ and Aged, *n* = 4). Adult mice were 3-5 months old, aged mice were >20 months old. **A**–**E** and **G** showing representative data from three independent experiments. **F**, **I** and **J** showing representative data from two independent experiments. **A**–**F** and **I** Mann-Whitney Two-tailed *U*-test. **G** and **J** One-way Anova followed by Tukeys post-hoc test. Error bars represent mean + SD. Source data are provided as a Source Data file.

Given the altered phenotype and balance in *Csf1/Il34*/CSF1R expression, we investigated CSF1R activated pathways in microglia ex vivo by quantifying phosphorylation of key molecules, Akt, ERK1/2 and AMPK, important in myeloid differentiation, survival and proliferation^7,26^. We found aged compared to adult microglia to have ex vivo significantly higher phosphorylation of the ERK1/2-Thr202/Thyr204 and the AMPK-Thr183/172 sites, while the phosphorylation of Akt-Ser473 (hereafter referred to as P-ERK1/2, P-AMPK and P-Akt, respectively) was reduced (Fig. 1G, H)^7^. These phosphorylations are known to activate several pathways downstream of CSF1R engagement^7,55,71^. Pharmacological inhibition of CSF1R signaling using PLX3397 abrogated phosphorylation of the P-ERK1/2 and P-AMPK sites demonstrating an engagement downstream of CSF1R (Fig. 1G, I)^72^. Furthermore, abrogation of ERK1/2 phosphorylation by the ERK1/2 inhibitor SCH772984 reduced microglial counts in cultures from aged CNS (Fig. 1J). This effect did not occur in cultures from young CNS (Fig. 1J), demonstrating an age-associated activation and dependency of this pathway in microglia.

In summary, we found aging microglia to have a reduced turnover and an altered regulatory response downstream of CSF1R in a CNS with age-related differences in expression of this receptor and its ligands. Activation of ERK1/2 and AMPK, with the deactivation of Akt, suggests increased canonical autophagy in the aging microglia population.

### The microglia of the aged CNS with reactive ERK1/2 pathway have a distinct transcriptional profile suggesting altered microglial functionality

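Microglia were isolated from the CNS with CD11b beads, fixed, permeabilized and stained for phosphorylated ERK1/2, and the RNA of the sorted cells was measured on the NanoString nCounter, which counts single RNA molecules with color-coded probes and without amplification. Each sample held the CNS of 2 mice, a male and a female. The paper gives 3 to 5 months as the adult age and 20 to 25 months as the aged one, and the sample labels give 12 to 20 weeks and over 80 weeks. There were 4 samples of aged P-ERK1/2 High microglia (samples 2, 5, 7 and 8), 4 of aged P-ERK1/2 Low microglia (samples 3, 6, 9 and 12) and 4 of adult microglia that were not separated by ERK1/2 phosphorylation (samples 1, 4, 10 and 11). The authors marked adult sample 11 as excluded for poor quality with a low RIN score, so the adult values below rest on 3 samples, and sample 11 is given where it changes them. The panel held 757 endogenous and 13 housekeeping genes, with 8 negative and 6 positive control probes.

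The deposited values are the authors' normalized signal, in which each gene's raw count in Supplementary data 1 was multiplied by one factor per sample. The factors bring the geometric mean of the 13 housekeeping genes to the same value in every sample, and no background was subtracted. Total raw counts ran from 650965 to 1539936 (median 767969.5) in the P-ERK1/2 High samples and from 123798 to 157209 (median 128950) in the P-ERK1/2 Low samples. The kept adult samples had 141007, 326575 and 137980 counts and sample 11 had 1464449. Background was set for each sample at the mean plus 2 SD of its negative control probes, and 589 to 673 genes exceeded it in the P-ERK1/2 High samples, 410 to 484 in the P-ERK1/2 Low samples and 417 to 560 in the kept adult samples. No P-ERK1/2 Low sample exceeded background for 278 genes, and for those a fold change is limited by the depth.

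Groups were compared with limma on log2(normalized value + 1), with the 770 genes tested and called as differentially expressed at p under 0.01 and a log2 fold change beyond 1. Adjusted p-values follow Benjamini and Hochberg over all 770 genes, all tests are two-sided, and the added 1 understates the change of low genes. A fall of a gene near background can instead be overstated, since background is not subtracted and the factors of P-ERK1/2 Low are larger. The median log2 fold change of all genes between P-ERK1/2 High and P-ERK1/2 Low was 0.26 as deposited, 1.02 when scaled by the 6 most stable housekeeping genes and 2.15 when the raw counts were scaled by the positive controls alone, so a change in one gene is relative to the scaling used. As deposited, all of these 6 genes were lower in P-ERK1/2 High, from -0.52 for *Tada2b* to -1.23 for *Lars*, which limma called. Positive-control scaling leaves the higher total counts of the P-ERK1/2 High samples in place and so shifts genes up. A modest fall turns to a rise under it for that reason alone, and such a turn says nothing about the single gene.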

To characterize the diverged populations, we sorted formaldehyde-fixed adult and aged microglia and further separated the aged microglia based on their ERK1/2 phosphorylation state and analyzed the RNA expression of 770 neuroinflammation-related genes using Nanostring (Supplementary data 1, GEO accession number GSE248184). A heat map demonstrated a distinguished signature of the aged population with enhanced ERK1/2 phosphorylation, while the microglia from adult CNS and the aged P-ERK1/2^Low^ microglia were similar (Fig. 2A, B). 

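Over all 770 genes, the mean Euclidean distance between samples was 36.3 log2 units from aged P-ERK1/2 Low to aged P-ERK1/2 High microglia and 22.7 from P-ERK1/2 Low to adult microglia, a ratio of 1.60 (exact two-sided permutation test of the difference over 11550 ways to label the 11 samples, p = 0.0092). This test asks whether all groups are alike, so a single distinct group is enough for a small p. It does not by itself test whether P-ERK1/2 Low lies nearer to adult. The P-ERK1/2 High samples also had higher total counts than all others, and a part of the distance from depth was not separated. Within groups the mean distance was 19.9 for P-ERK1/2 High, 15.4 for P-ERK1/2 Low and 15.2 for adult samples, so both differences between groups were larger than the spread between replicates. Average-linkage clustering into 2 branches put the 4 P-ERK1/2 High samples in one and the 4 P-ERK1/2 Low and 3 adult samples together in the other. With 3 branches, P-ERK1/2 High sample 7 formed a branch of its own. The first principal component held 61.7% of the variance and parted P-ERK1/2 High from the rest, and the second held 19.7% and parted P-ERK1/2 Low from adult samples. On the second component, sample 7 lay at -15.2, beyond the adult samples, and the other P-ERK1/2 High samples lay between 3.55 and 4.72. When adult sample 11, excluded by the authors for its low RIN score, was added, it joined the P-ERK1/2 High branch and the ratio of distances was 1.26 (exact permutation test, p = 0.073).

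**Figure D1:**
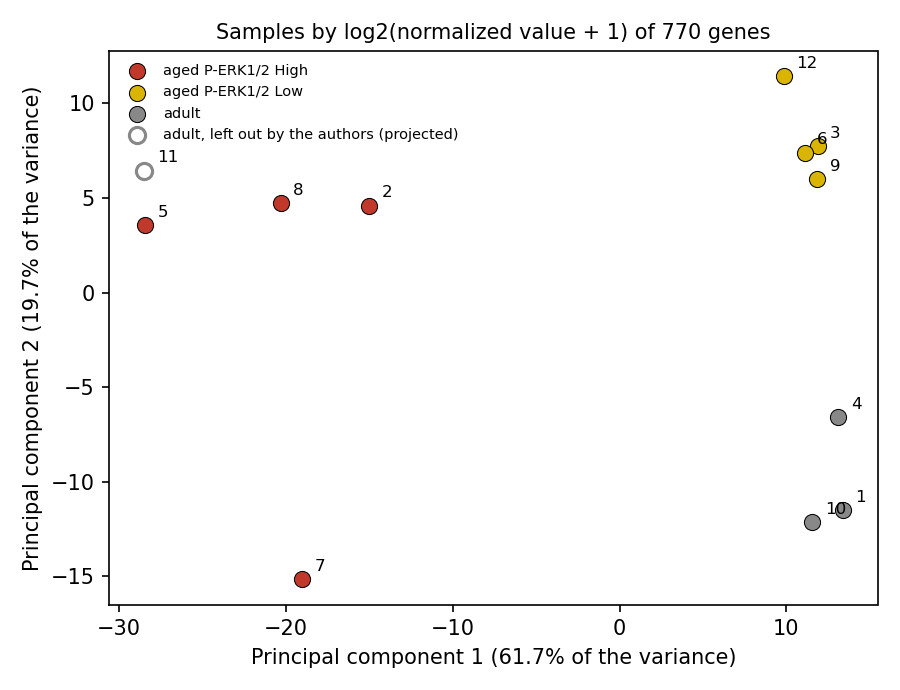
Samples along the first and second principal component of the log2 values of 770 genes, fitted on 11 samples with sample numbers beside the points. The 4 P-ERK1/2 High samples lie to the left of all P-ERK1/2 Low and adult samples, and sample 11 (open circle), projected onto these axes, lies at -28.5 on the first.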

We detected 194 differentially expressed genes comparing P-ERK1/2^Low^ and P-ERK1/2^High^, while P-ERK1/2^Low^ compared to adult CNS microglia only differed in 46 genes (*P* < 0.01, Log_2_FC > 1) (Fig. 2A, B, Supplementary data 1). 

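Between aged P-ERK1/2 High and P-ERK1/2 Low microglia (n = 4 each), limma called 291 of 770 genes, 217 higher and 74 lower in P-ERK1/2 High. At a Benjamini-Hochberg adjusted p under 0.05 with the same fold limit, limma called 295. Over all genes, the groups did not overlap for 380 of 770, where chance gives 2.86% of genes. For 83 of the called genes one group had no sample above background, and for 4 neither had. Scaling to the positive controls alone changed the count most, to 659 genes, all higher in P-ERK1/2 High, and a plain test with unequal variances called 189. Leaving out each sample in turn gave 235 to 310.

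The largest rises with groups that did not overlap were in *Cd3e* (log2 fold change 3.81, at least 2.69-fold against the background of P-ERK1/2 Low), *Arhgap24* (3.68), *Blm* (3.41, at least 5.35-fold), the housekeeping gene *Supt7l* (3.34) and *Kdm4d* (3.32, at least 1.59-fold). *Cd3e*, *Blm* and *Kdm4d* were above background in no P-ERK1/2 Low sample, and *Arhgap24* and *Supt7l* in 1 of 4. The largest falls were in *Ptx3* (-3.00), *Cd47*, *Bcl2l11* (-1.85) and *Ccl7* (-1.84), together with *Bbc3*, which was above background in no sample of either group, so no fold is given. *Bcl2l11* lay near background, with raw counts of 22 to 38 in P-ERK1/2 High and 17 to 50 in P-ERK1/2 Low. The background was 20.6 to 37.7 and 25.9 to 31.3 counts, so the size of this fall rests largely on the normalization factors. The direction of *Bcl2l11* and *Ccl7* turned under positive-control scaling, to 0.10 and 0.14, and *Ccl7* lost its call with the 6 most stable housekeeping genes (-1.08), without P-ERK1/2 High sample 5 or without any 1 of the P-ERK1/2 Low samples and changed by -1.12 without P-ERK1/2 High sample 7. In the plain test with unequal variances *Ptx3* and *Ccl7* were not called.

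Between P-ERK1/2 Low (n = 4) and the 3 kept adult samples, limma called 83 genes, 62 higher and 21 lower in P-ERK1/2 Low, and 87 at an adjusted p under 0.05. Over all genes, the groups did not overlap for 281 of 770, where chance gives 5.71% of genes. The largest rises were in *Mmp12* (log2 fold change 3.06), *Ptx3* (2.93), *Ccl7* (2.61, at least 3.67-fold, with no adult sample above background), *Cd36* (2.48) and *Crip1* (2.40). *Cd72* (2.32), *Lrrc25* (1.89), *Il1rn* (1.71) and *Cd47* (1.31) were also called higher. The largest falls were in *Fcrls* (-2.31), *Gadd45a* (-1.80) and *Slco2b1* (-1.68, at least 1.13-fold), and in *Mobp* and *Cst7*. No fold is given for these, since no P-ERK1/2 Low sample was above background for *Mobp* and this background reached the adult level, and *Cst7* was above background in neither group. Under positive-control scaling *Cd47* (0.50) and *Il1rn* (0.89) were not called, and in the plain test with unequal variances *Cd47*, *Slco2b1* and *Cst7* were not. With sample 11 added to the adult samples, 34 genes were called, 21 higher and 13 lower, of which 30 were among the 83. *Mmp12* (1.84), *Cd72* (1.37), *Lrrc25* (1.42), *Il1rn* (1.29), *Gadd45a* (-0.84) and *Slco2b1* (-0.23) were not called then. For *Slco2b1* this rests on a value listed at 1 in sample 11, where the kept adult samples had raw counts of 49, 92 and 46. On the 43 genes of the 83 that changed by less than 1 log2 unit between P-ERK1/2 High and P-ERK1/2 Low, the median position between the adult mean (0) and the aged mean (1) was 0.00869 in P-ERK1/2 High sample 7, 1.10 to 1.36 in the other P-ERK1/2 High samples and 1.40 in sample 11, and -0.01 to 0.27 in the kept adult samples when each was left out of the choice of genes.

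Between P-ERK1/2 High and the 3 kept adult samples 284 genes were called, 225 higher and 59 lower in P-ERK1/2 High, and 207 of them were also called in the same direction against P-ERK1/2 Low. Both comparisons use the same P-ERK1/2 High samples, so part of this overlap follows from the design. At the spread seen between P-ERK1/2 High and these 3 adult samples, limma recovered 100% of 200 simulated changes of 2 log2 units, with 7 false calls. With sample 11 among the adult samples 49 were called, all higher, and limma left 0 at an adjusted p under 0.05, with 150 genes at an unadjusted p under 0.05.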

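In the P-ERK1/2 High samples *Rala* had a normalized value of 2419 ± 276 (SD, n = 4) and in the P-ERK1/2 Low samples 359 ± 34.7 (SD, n = 4), a log2 fold change of 2.75 (SE 0.20, limma Benjamini-Hochberg adjusted p = 4.9e-06). *Lamp1* was at 41480 ± 14724 against 6604 ± 647, a change of 2.59 (SE 0.26, adjusted p = 1.3e-05). For *Atg3* the values were 2409 ± 486 and 460 ± 71.9, and for *Akt1* 7270 ± 710 and 1432 ± 216, with log2 fold changes of 2.38 and 2.35. *Atg5* was at 937 ± 247 against 305 ± 28.6 (log2 fold change 1.58, SE 0.23) and *Atg9a*, the *Atg9* gene on the panel, at 443 ± 272 against 135 ± 18.1 (1.54, SE 0.34). All 6 genes were called higher in P-ERK1/2 High, every P-ERK1/2 High sample lay above every P-ERK1/2 Low sample, and all samples of both groups were above background. By size of increase among the 770 genes, *Rala* ranked 15, *Lamp1* 22, *Atg3* 37, *Akt1* 41, *Atg5* 141 and *Atg9a* 148. With each sample left out, *Atg9a* stayed between 1.18 and 1.77, the widest range of the 6. With the negative-control background subtracted, *Akt1* (1.06) and *Atg5* (0.73) rose but were not called, and *Atg9a* was not called in the plain test with unequal variances. Background subtraction also changed the scaling, since 17 of 52 housekeeping values in P-ERK1/2 Low and 1 of 52 in P-ERK1/2 High fell to its floor. The 71 genes with a mean over 1000 in both groups moved by a median of -1.34 log2 units. For such abundant genes, a lost call or turned sign in this setting reflects that shift. None of the 6 autophagy genes was called between P-ERK1/2 Low and the 3 kept adult samples, where the changes ran from -0.13 to 0.55. Adult sample 11, which the authors excluded for its low RIN score, had 3176 for *Rala* and 76923 for *Lamp1*, above all P-ERK1/2 High samples.

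**Figure D2:**
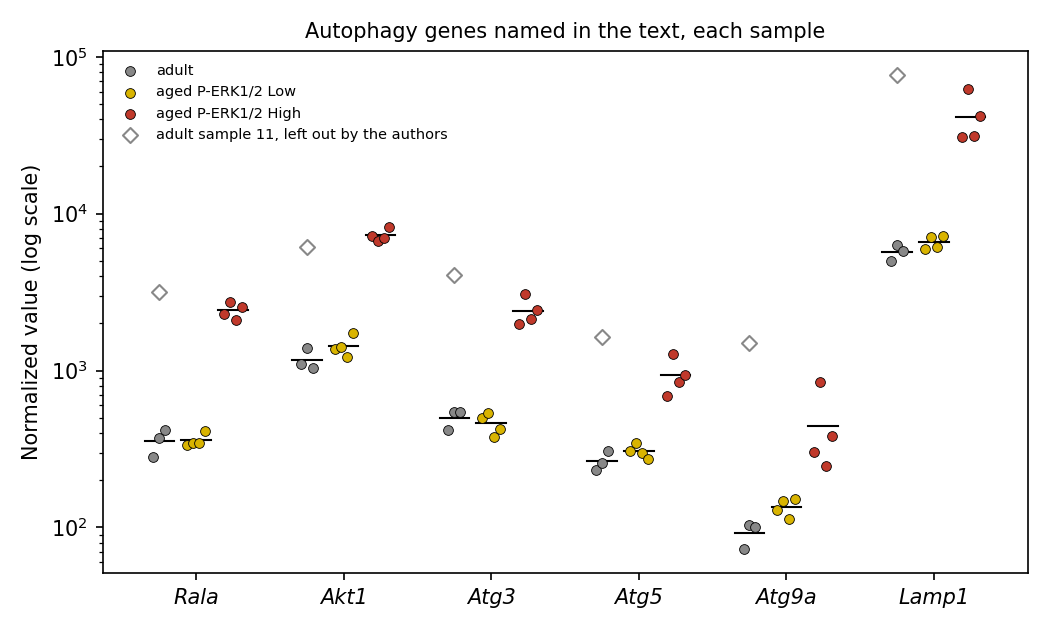
Normalized value of 6 autophagy genes in each sample on a log axis, by group, with the group mean as a line. P-ERK1/2 High samples lie above all P-ERK1/2 Low and kept adult samples for each gene, and sample 11 (open diamond) lies above the P-ERK1/2 Low samples.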

Among most upregulated genes in the P-ERK1/2^High^ microglia, we found *Rala*, a regulator of autophagy through activation of the ULK1 complex, necessary for canonical autophagy, as well as other key autophagy genes such as *Akt1*, *Atg3, Atg5*, *Atg9* and *Lamp1*. 

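The gene list behind the nSolver pathway is not analysed here, and a list of 27 autophagy genes compiled from the panel's gene names by general knowledge was tested in its place. In P-ERK1/2 High against P-ERK1/2 Low the list had a mean log2 fold change of 1.04 and a median of 1.21, against a median of 0.24 for the other genes. Of the 27 genes, 14 were called higher and 1, *Bnip3* (-1.31), lower. An adjusted p under 0.05 was reached by 18 genes when adjusted over the list alone and by 18 over all genes tested, but *Rala*, *Akt1* and other members are also genes the paper names from these samples, so the tests of this list are not independent evidence. The largest rises beside those the paper names in its text were in *Vamp7* (2.39), *Epg5* (2.27, with 1 P-ERK1/2 Low sample above background) and *Bnip3l* (2.17). The mean centered log2 score of the list was 0.64 ± 0.22 (SD, n = 4) in P-ERK1/2 High and -0.40 ± 0.11 (SD, n = 4) in P-ERK1/2 Low, a difference of 1.04 (exact two-sided permutation test, p = 0.029, the smallest p that 4 samples against 4 allow). The adult score was -0.32 ± 0.11 over the 3 kept samples and 0.02 with sample 11, which the authors excluded for low RIN. In limma's camera, which compares the list with the other panel genes at a preset correlation of 0.01, the list gave p = 0.0036 and a Benjamini-Hochberg adjusted p of 0.068 over 19 lists, with all 4 P-ERK1/2 High scores above all 4 P-ERK1/2 Low scores. Limma's fry, which does not compare with other genes, gave an adjusted p of 0.0024. With the correlation estimated from the samples, limma's camera gave an adjusted p of 0.93, and 0 lists passed an adjusted p of 0.05 in either form of limma's camera, with 1 (autophagy) under 0.05 unadjusted at the preset correlation, against 6 in fry (autophagy, lipid, ribosomal, astrocyte, endothelium and border monocyte genes). The list without the genes the paper names held 18 genes, 6 called higher and 1 lower, with a mean log2 fold change of 0.60 and a median of 0.43 (limma's camera, unadjusted p = 0.35). Since the genes left out were named for their rise in these samples, the 18 are selected for smaller changes. Their camera test is thereby biased against an enrichment. Of these 18, 9 had an adjusted p under 0.05 over the list alone and 9 over all genes tested, and their score was 0.34 ± 0.21 (SD, n = 4) in P-ERK1/2 High and -0.26 ± 0.12 (SD, n = 4) in P-ERK1/2 Low, a difference of 0.60 (exact permutation test, p = 0.029) without overlap. The adult score of the 18 was -0.10 ± 0.10 over the 3 kept samples and 0.08 with sample 11.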

In line with this, gene enrichment analysis revealed a strong enrichment of the autophagy pathway in the aged P-ERK1/2^High^ microglia (Fig. 2C). Phagocytosis and processing of debris are believed to be fundamental features of beneficial microglia function in several CNS pathologies and our transcriptome analysis associated ERK1/2 activated microglia to signatures found in human MS lesions described as “foamy” microglia (e.g., *Spp1, Msr1, Cd84*)^56^. 

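Of the 3 genes, *Spp1* had the largest change, from 24294 ± 4087 (SD, n = 4) in P-ERK1/2 Low to 95031 ± 15740 (SD, n = 4) in P-ERK1/2 High (log2 fold change 1.97, SE 0.22, limma adjusted p = 2.8e-05), with every P-ERK1/2 High sample above every P-ERK1/2 Low sample. Quantile normalization, which gives the most abundant genes the same values in each sample, removed it (-0.10), and with the background subtracted it was not called (0.59). The latter reflects the shift of abundant genes in that setting, by a median of -1.34 log2 units, as it does for *Cd84* and *Msr1*. *Cd84* rose by 1.12 (SE 0.23, limma adjusted p = 1.7e-03, groups without overlap). It fell short of the fold limit without P-ERK1/2 High sample 5, at 0.99, and under median-of-ratios scaling (0.86) and quantile normalization (0.59), and it turned to -0.20 with the background subtracted. *Msr1* was at 2840 ± 1552 in P-ERK1/2 High and 1311 ± 109 in P-ERK1/2 Low, a change of 0.92 (SE 0.39, limma adjusted p = 0.068) that was not called and whose groups overlapped. Without P-ERK1/2 High sample 7, at 1012, the *Msr1* change was 1.34 and was called. It was also called with the 6 most stable housekeeping genes (1.69) and under positive-control scaling (2.90), and its sign turned with the background subtracted (-0.38). In the 3 kept adult samples *Spp1* was at 28770 ± 9402 (SD), and with sample 11, excluded by the authors for low RIN, at 43476 ± 30397.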

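The published gene sets for disease-associated microglia and TREM2 signaling are not analysed here. A list of 11 genes of that signature on the panel, compiled by general knowledge, was compared between P-ERK1/2 High and P-ERK1/2 Low microglia. Called higher in P-ERK1/2 High were *Csf1* (2.53), *Axl* (2.45), *Spp1* and *Clec7a*, and called lower were *Lilrb4a* (-1.66), *Apoe* and *Tyrobp* (-1.05). The other 4 genes, *Cst7*, *Igf1*, *Trem2* and *Itgax*, were not called, and *Cst7* was above background in no P-ERK1/2 Low sample. *Csf1* was not called with the background subtracted (1.25) or in the plain test with unequal variances. Over the list the mean log2 fold change was 0.44 and the median 0.72, and limma's camera ranked the list lower than the other panel genes (Benjamini-Hochberg adjusted p = 0.92), so the sign of the test differs from that of the mean. Of the 11 genes, 8 passed an adjusted p of 0.05 when adjusted over the list alone and 8 over all genes tested. The score of the list was 0.40 ± 0.32 (SD, n = 4) in P-ERK1/2 High and -0.04 ± 0.11 (SD, n = 4) in P-ERK1/2 Low (exact permutation test, p = 0.086). It was -0.48 ± 0.19 (SD) in the 3 kept adult samples and -0.16 with sample 11, the sample with the low RIN score.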

We also found a substantial overlap to genes defined in the “Disease associated microglia” and TREM2 activated pathways detected in animal models of Alzheimer disease (Supplementary data 1). Among these genes are *Clec7a*, *Spp1*, *Cd68*, *Tlr2, Tlr7* and *Msr1*; all associated with reactive microglia and usually associated to inflammation and phagocytosis. However, the higher surface density of TREM2 detected (Fig. 1) was not supported by elevated mRNA expression in naïve state and the *Apoe* expression, associated with many reactive microglial phenotypes, was lower in the P-ERK1/2^High^ population.

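*Tlr7* rose from 310 ± 45.6 (SD, n = 4) in P-ERK1/2 Low to 1079 ± 702 (SD, n = 4) in P-ERK1/2 High (log2 fold change 1.60, SE 0.38, limma adjusted p = 4.2e-03), with groups that did not overlap, but was not called under quantile normalization (1.08), with the background subtracted (0.74) or in the plain test with unequal variances. *Clec7a* was at 3908 ± 1891 against 1547 ± 171, a change of 1.21 (SE 0.33, limma adjusted p = 9.1e-03) without overlap. Its call was lost without P-ERK1/2 High sample 5 (0.94), P-ERK1/2 High sample 8 (1.08) or P-ERK1/2 Low sample 3 (1.15), under median-of-ratios scaling (0.94), under quantile normalization (0.63) and in the plain test with unequal variances, and its sign turned with the background subtracted (-0.10). *Cd68* was at 20673 ± 6098 against 10733 ± 352, and its change of 0.90 (SE 0.24, limma adjusted p = 8.4e-03) stayed under the fold limit, although every P-ERK1/2 High sample lay above every P-ERK1/2 Low sample. Without P-ERK1/2 High sample 2 it was 1.05 and was called, as it was with the 6 most stable housekeeping genes (1.67) and under positive-control scaling (2.89). Its sign turned under quantile normalization (-0.0911) and with the background subtracted (-0.47). *Tlr2* did not differ, at 172 ± 76.5 against 166 ± 28.8 (log2 fold change -0.02, SE 0.29). P-ERK1/2 High sample 7 had 286 for *Tlr2* and the other 3 had 122 to 141, and only positive-control scaling gave a called rise (1.95). Of the 6 genes of this group, with *Spp1* and *Msr1*, 3 were called higher, 5 passed an adjusted p of 0.05 when adjusted over the list alone and 4 over all genes tested.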

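*Trem2* was at 3728 ± 1141 (SD, n = 4) in P-ERK1/2 High and 5161 ± 430 (SD, n = 4) in P-ERK1/2 Low, a log2 fold change of -0.52 (SE 0.25, limma adjusted p = 0.099) with overlapping groups. In the 3 kept adult samples it was at 3298 ± 322 (SD), and P-ERK1/2 Low lay above that by 0.65 (limma adjusted p = 0.013), under the fold limit. With sample 11, excluded by the authors for low RIN and at 5206, that change was 0.48 (limma adjusted p = 0.4). *Apoe* was at 988 ± 340 in P-ERK1/2 High and 2417 ± 375 in P-ERK1/2 Low, a change of -1.34 (SE 0.27, limma adjusted p = 1.6e-03), with every P-ERK1/2 High sample below every P-ERK1/2 Low sample. In the kept adult samples *Apoe* was at 3358 ± 531, and it was 590 in sample 11. P-ERK1/2 Low sample 12 had the highest value of its group for both genes, 5801 for *Trem2* and 2978 for *Apoe*, where the other 3 had 4869 to 4992 and 2213 to 2254. Scaling to the positive controls turned both directions, to 1.47 for *Trem2* and 0.65 for *Apoe*, as its shift of the median of all genes by 2.15 entails. With the 6 most stable housekeeping genes *Trem2* turned to 0.26 and *Apoe* fell by less, and neither was called (-0.57 for *Apoe*), and with the background subtracted *Trem2* was called lower (-1.88).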

**Fig. 2:**
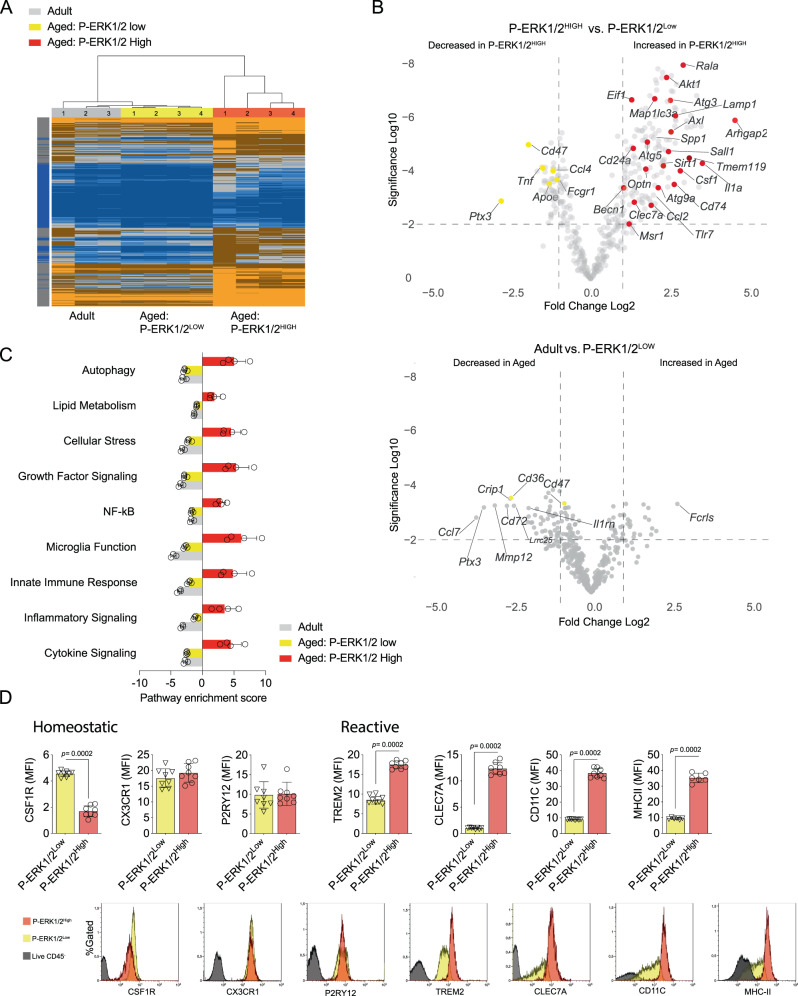
The microglia of the aged CNS with reactive ERK1/2 pathway have a distinct transcriptional profile of microglial functionality. **A** Transcriptome heatmap of normalized expression of all genes (770) analyzed by Nanostring^TM^ nCounter (adult *n* = 4; aged P-ERK1/2^Low^, *n* = 4; aged P-ERK1/2^High^, *n* = 4). **B** Volcano plot of differentially expressed genes (Log2 > 1, p < Log10-2) comparing aged P-ERK1/2^Low^ to P-ERK1/2^High^ (upper) and aged ERK1/2^Low^ to unsorted adult (lower) microglia. Populations described in **A**. **C** nSolver^TM^ pathway transcriptome analysis of microglia populations described in **A**. **D** Microglial surface receptor density quantified ex vivo by flow cytometry in aged Wt subpopulations based on P-ERK1/2 (Thr202/Tyr204). (All *n* = 8). Adult mice were 3-5-month-old, <1 month post-Tamoxifen treatment, Aged mice were >20 months old, >18 months post Tamoxifen treatment. **D** Mann-Whitney Two-tailed *U*-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

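Beside *Spp1*, 3 genes of innate immunity were compared between P-ERK1/2 High and P-ERK1/2 Low microglia, the chemokine *Ccl2*, the MHC class II invariant chain *Cd74* and the costimulatory molecule *Cd86*. *Cd74* was at 1181 ± 785 (SD, n = 4) in P-ERK1/2 High and 226 ± 77.5 (SD, n = 4) in P-ERK1/2 Low, a log2 fold change of 2.27 (SE 0.40, limma adjusted p = 7.1e-04). P-ERK1/2 High sample 7 had 2356 and the other 3 had 724 to 855, and without sample 7 the change was 1.88. *Cd86* was at 501 ± 199 against 151 ± 29.2, a change of 1.64 (SE 0.32, limma adjusted p = 1.2e-03), and both genes were above background in 3 of 4 P-ERK1/2 Low samples. Every P-ERK1/2 High sample lay above every P-ERK1/2 Low sample for *Cd74* and *Cd86*. *Ccl2* rose by 1.59 (SE 0.47, limma adjusted p = 0.014), and the groups overlapped, since P-ERK1/2 High sample 7 had 1249 and the other 3 had 4884 to 8119, against 1274 to 1653 in P-ERK1/2 Low. Without sample 7 its change was 2.17. Leaving out P-ERK1/2 High sample 2, 5 or 8 or any 1 of the P-ERK1/2 Low samples gave between 1.27 and 1.67 and no call. With the background subtracted, *Cd74* (2.48) and *Cd86* (2.20) rose but were not called, nor was *Ccl2* (0.29), which was also not called under median-of-ratios scaling (1.32), under quantile normalization (1.12) or in the plain test with unequal variances.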

Genes associated with innate immune responses such as *Ccl2, Spp1, Cd74* and *Cd86* were strongly upregulated in the aged P-ERK1/2^High^ microglia. Meanwhile, P-ERK1/2^Low^ associated partly with homeostatic microglial signatures in MS and the AD animal models and had a higher expression of *Cd47* known to inhibit differentiation to a reactive macrophage phenotype (Fig. 2A, B, Supplementary data 1)^73,74^. 

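The published homeostatic signatures are not analysed here, and 13 homeostatic microglia genes on the panel, listed by general knowledge, were compared. Between P-ERK1/2 High and P-ERK1/2 Low, 4 were called and all 4 were higher in P-ERK1/2 High, namely *Tmem119*, *P2ry12* (1.91, at least 1.7-fold), *Sall1* and *Gpr34* (1.13, at least 1.26-fold). *P2ry12* and *Gpr34* were above background in no P-ERK1/2 Low sample, and P-ERK1/2 High sample 7 had 282 for *P2ry12* where the other 3 had 128 to 151. *Csf1r* was lower in P-ERK1/2 High by less than the fold limit (-0.84, SE 0.21, limma adjusted p = 5.9e-03), with every P-ERK1/2 High sample below every P-ERK1/2 Low sample, and its direction turned under positive-control scaling (1.15). It was called lower under median-of-ratios scaling (-1.10), quantile normalization (-1.32) and with the background subtracted (-2.20). *Cx3cr1* did not differ (0.04, SE 0.32), and was called higher only under positive-control scaling (2.00). Over the 13 genes the mean log2 fold change was 0.48 and the median 0.37 (limma's camera, adjusted p = 0.92), 8 were higher and 5 lower in P-ERK1/2 High, and 7 passed an adjusted p of 0.05 both when adjusted over the list alone and over all genes tested. The score was 0.16 ± 0.29 (SD, n = 4) in P-ERK1/2 High and -0.32 ± 0.04 (SD, n = 4) in P-ERK1/2 Low, a difference of 0.48 (exact permutation test, p = 0.029) that was 0.21 under median-of-ratios scaling. In the 3 kept adult samples the score was 0.21 ± 0.09 (SD), and 0.21 with sample 11, excluded for low RIN. Between P-ERK1/2 Low and the 3 kept adult samples 0 of the 13 were called higher by limma and 4 were called lower in P-ERK1/2 Low, with 12 at an adjusted p under 0.05 over the list alone.

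*Cd47* was at 459 ± 42.6 (SD, n = 4) in P-ERK1/2 Low and 123 ± 28.5 (SD, n = 4) in P-ERK1/2 High, a log2 fold change of -1.92 in P-ERK1/2 High (SE 0.24, limma adjusted p = 5.4e-05), with every P-ERK1/2 High sample below every P-ERK1/2 Low sample. P-ERK1/2 High sample 7 had 80.8 and the other 3 had 133 to 144. In the 3 kept adult samples *Cd47* was at 189 ± 54.0 (SD), and at 133 in sample 11, which the authors excluded for low RIN. Scaling to the positive controls left a change of 0.06.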

The lipid metabolism pathway is believed to be of importance in macrophage biology as seen in e.g., “foamy” microglia found in MS lesions, and several of the represented genes are enriched in P-ERK1/2^High^ population^56^. 

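A list of 22 lipid metabolism genes on the panel, compiled by general knowledge, had 8 genes called higher and 2 called lower in P-ERK1/2 High than in P-ERK1/2 Low. The called rises were in *Ch25h* (2.74, at least 2.13-fold), *Cideb*, *Ptgs2* (2.10), *Gal3st1* (2.07, at least 1.46-fold), *Pld1* (1.80, at least 1.26-fold), *Pld2* (1.32), *Fabp5* (1.31) and *Cyp27a1* (1.19, at least 1.32-fold). *Ch25h*, *Cideb*, *Gal3st1*, *Pld1* and *Cyp27a1* were above background in no P-ERK1/2 Low sample. *Fabp5*, the most abundant of the 8, was at 8198 ± 1901 (SD, n = 4) against 3263 ± 602 (SD, n = 4) (SE 0.25, limma adjusted p = 1.0e-03), with every P-ERK1/2 High sample above every P-ERK1/2 Low sample. The called falls were in *Cd36* (-1.56, SE 0.44, limma adjusted p = 0.0097) and *Apoe*. The size of the *Cd36* fall rests in part on P-ERK1/2 High sample 7, which had a raw count of 280 where the others had 1108 to 1379. Of the 22 genes, 11 were higher and 11 lower, with a mean log2 fold change of 0.40 and a median of 0.15, and limma's camera, in which the list ranked lower than the other panel genes, gave an adjusted p of 0.92. An adjusted p under 0.05 was reached by 14 genes when adjusted over the list alone and by 13 over all genes tested. The score was 0.27 ± 0.11 (SD, n = 4) in P-ERK1/2 High and -0.12 ± 0.08 (SD, n = 4) in P-ERK1/2 Low (exact permutation test, p = 0.029). In the 3 kept adult samples it was -0.20 ± 0.15 (SD) and with sample 11, excluded for low RIN, -0.07.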

The enrichment of both autophagy- and phagocytosis-associated genes in the aged P-ERK1/2^High^ microglia indicates a convergence of these pathways, which we have previously described after studying autophagy-associated phagocytosis in autoimmune neuroinflammation where we found myelin phagocytic function of CLEC7A-positive microglia to be necessary for recovery from experimental autoimmune encephalomyelitis (EAE)^75^. 

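Of 24 phagocytosis genes on the panel, listed by general knowledge, 6 were called higher in P-ERK1/2 High than in P-ERK1/2 Low and 4 lower. The 6 were *Axl*, *Dock1* (2.30), *Itgav* (1.78), *Itgam* (1.21), *Clec7a* and *Cd163*, and the 4 were *Cd36*, *Fcgr2b* (-1.39), *Fcgr1* and *Tyrobp*. The mean log2 fold change of the list was 0.25 and the median 0.22, near the 0.26 of the other genes, and limma's camera ranked the list lower with an adjusted p of 0.92. An adjusted p under 0.05 was reached by 13 genes when adjusted over the list alone and by 13 over all genes tested. The score was 0.33 ± 0.36 (SD, n = 4) in P-ERK1/2 High and 0.07 ± 0.12 (SD, n = 4) in P-ERK1/2 Low, a difference smaller than the spread between P-ERK1/2 High samples (exact permutation test, p = 0.26). P-ERK1/2 High sample 7 had a score of -0.15 and the other 3 had 0.26 to 0.67. In the 3 kept adult samples the score was -0.53 ± 0.11 (SD), and -0.18 with sample 11, which the authors excluded for low RIN.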

We validated this signature by detecting increased density of reactive microglial markers such as TREM2, MHC-II and CLEC7A in aged microglia (Fig. 1) which could be traced to the P-ERK1/2^High^ population (Fig. 2D).

The gene expression pattern of the P-ERK1/2^High^ population and elevated density of reactive markers thus indicate an activated canonical autophagy and microglial differentiation towards an immune activated state.

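Fig. 2B labels 24 genes as higher and 6 as lower in P-ERK1/2 High than in P-ERK1/2 Low. In the deposited values all 24 had a positive change, 22 of them called, with a median log2 fold change of 1.70, and all 6 were called lower. Beside the genes already given, the called rises included *Il1a* (2.38, with 1 P-ERK1/2 Low sample above background), *Map1lc3a* (1.71), *Sirt1* (1.64), *Optn* (1.39), *Eif1* (1.27) and *Cd24a* (1.18). *Il1a* was not called in the plain test with unequal variances, *Cd24a* was not called under median-of-ratios scaling (0.91), *Cd24a* (0.60) and *Eif1* (0.73) were not called under quantile normalization, and with the background subtracted *Cd24a* (0.28) and *Optn* (1.18) were not called and *Eif1* turned to -0.05. *Becn1* was at 885 ± 247 (SD, n = 4) against 462 ± 51.8 (SD, n = 4), a change of 0.90 (SE 0.24, limma adjusted p = 8.0e-03) under the fold limit, with every P-ERK1/2 High sample above every P-ERK1/2 Low sample, and was called at 1.01 without P-ERK1/2 High sample 2 and 1.02 without sample 7. It was also called with the 6 most stable housekeeping genes (1.67) and under positive-control scaling (2.88), and its sign turned with the background subtracted (-0.18). The called falls included *Tnf* (-1.57), *Ccl4* (-1.23) and *Fcgr1* (-1.09). Without sample 7, which had 102 where the other 3 had 130 to 134, *Fcgr1* changed by -0.99 and was not called, nor was it at a pseudocount of 20 (-0.98). With the 6 most stable housekeeping genes *Tnf* (-0.80), *Ccl4* (-0.46) and *Fcgr1* (-0.32) were not called. Under positive-control scaling *Tnf*, *Ccl4* and *Fcgr1* turned to 0.42, 0.75 and 0.89. The surface markers measured by flow cytometry are not analysed here. The paper reasons from the gene expression pattern and the elevated density of reactive markers to an activated canonical autophagy and a differentiation towards an immune activated state. It gives *Trem2* transcripts that are not elevated and lower *Apoe* as exceptions to the reactive pattern.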

### ERK1/2-activated microglia show heightened autophagosome load and are vulnerable to autophagy deficiency

In order to elucidate the connection between ERK1/2 signaling and autophagy, we conducted ex vivo analysis detecting sustained presence of P-ERK1/2^High^ microglia sorted from the aged CNS (Fig. 3A–C). Importantly, the P-ERK1/2^High^ microglia from the aged CNS had higher autophagosome density, as defined by the presence of LC3B-positive structures (Fig. 3D).

**Fig. 3:**
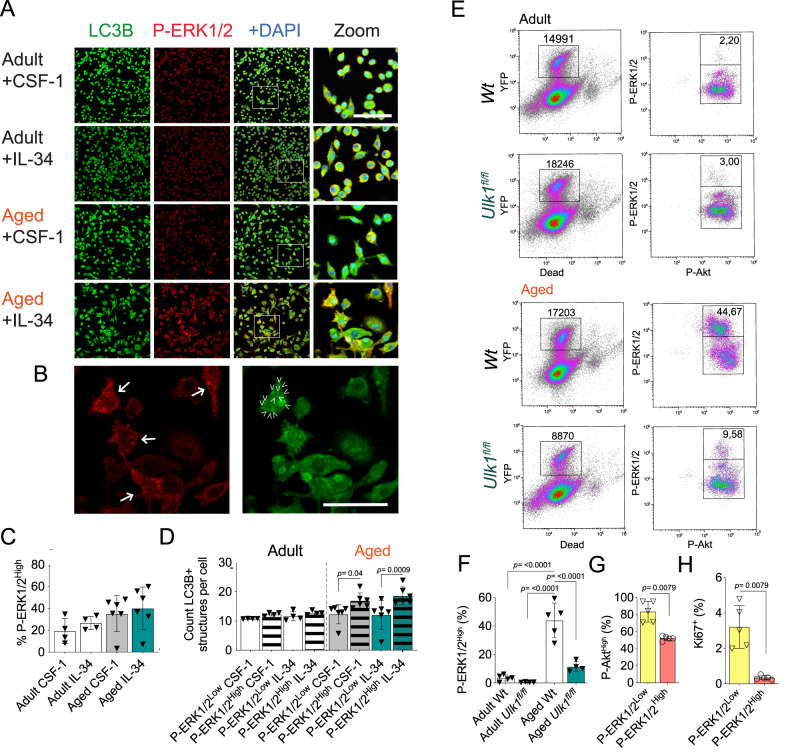
Deficiency in canonical autophagy protein ULK1 leads to loss of an age-acquired microglial subpopulation. **A**, **B** Immunocytochemistry images and quantification of microglial P-ERK1/2 high cells (Adult CSF-1 treated, *n* = 4; Adult IL-34 treated, *n* = 4; Aged CSF-1 treated, *n* = 6; Aged IL-34 treated, *n* = 6). Zoomed image with individual channels are found in supplementary fig. 2. Scale bars correspond to 50 μm. **C** Zoomed images shown in **A** with arrows indicating P-ERK1/2^High^ cells (left) and one cell with arrows indicating structures detected as LC3B+ autophagosomes (right). **D** Quantification of LC3B+ autophagosomal structures in microglia defined by the P-ERK1/2 level. Representative images shown in **A**. **E** Microglial counts and AKT and ERK1/2 phosphorylation state at targeted sites assessed by flow cytometry. **F** Quantification of microglia populations by flow cytometry as shown in **E** (Adult Wt, *n* = 5; Adult *Ulk1*^*fl/fl*^, *n* = 4; Aged Wt, *n* = 5; Aged *Ulk1*^*fl/fl*^, *n* = 4) based on P-ERK1/2 (Thr202/Tyr204). **G** Akt (Ser473) phosphorylation in the P-ERK1/2-positive populations (Both groups *n* = 4) quantified by flow cytometry. **H** Microglia proliferation assessed by ex vivo Ki67+ staining and flow cytometry (Both groups *n* = 5). Adult mice were 3-5-month-old, <1 month post-Tamoxifen treatment, Aged mice were >20 months old, >18 months post Tamoxifen treatment. *Ulk1*^*fl/fl*^ refer to *Ulk1*^*fl/fl*^ CX3CR1^CreERT2^ *and Wt* to *Ulk1*^*wt/wt*^ CX3CR1^CreERT2^. **A**, **B** and **G** showing representative data of two independent experiments. **C**–**F** showing representative data of three independent experiments. **B**, **C** and **E** One-way Anova followed by Tukey post-hoc test. **F**–**G** Mann-Whitney Two-tailed *U*-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

These findings, together with the link between preferential AMPK and ERK1/2 activation downstream of CSF1R and the transcriptional profile, strongly suggest elevated autophagy activity of aged microglia. To evaluate this, we targeted *Ulk1*, a gene which encodes a protein required for induction of canonical autophagy, in mice expressing Cre recombinase under the *Cx3cr1* promoter to create an inducible microglia *Ulk1* deletion upon tamoxifen treatment (the strain *Ulk1*^*fl/fl*^CX3CR1^CreERT2^ hereafter referred to as *Ulk1*^*fl/fl*^)^76^. Approximately 20 months after *Ulk1* deletion, we observed an almost complete loss of the P-ERK1/2^High^ microglia population (Fig. 3E, F). This confirmed that the upregulated autophagy led to the altered phosphorylation pattern in the subpopulation of aged microglia, as originally hypothesized. The P-ERK1/2^High^ population also had a reduced Akt phosphorylation (Fig. 3G) and proliferated less (Fig. 3H) than P-ERK1/2^Low^ microglia. In vitro, *Ulk1* deletion in microglia had no effect on ERK1/2, AMPK and Akt phosphorylation, nor did this impact protein levels of ERK1/2, AMPK and Akt (Fig. S1D), suggesting, as expected, that ULK1 is a downstream target rather than a regulator of the pathway. *Ulk1*^*fl/fl*^ microglia had reduced ULK1 protein levels in both adult as well as aged mice, validating the gene deletion and supporting the notion that an autophagy competent myeloid population does not replace the *Ulk1*^*fl/fl*^ microglia population (Fig. S1C).

We hereby define a microglia subpopulation with activated ERK1/2 that appears with age and is dependent on canonical autophagy for survival. For simplicity, we henceforth refer to this population as “ADAM”- Autophagy Dependent Age-acquired Microglia.

### The loss of the reactive ADAM subpopulation is not compensated by other microglia or infiltrating myeloid cells

In order to investigate events underlying reduced ADAM population following impaired canonical autophagy, we analyzed microglial viability and mitosis ex vivo. We found the P-ERK1/2^High^ microglia population in the aged *Ulk1*^*fl/f*l^ strain to have an increased proportion of cells undergoing apoptosis (detected as AnnexinV^+^), while proliferation measured by EdU uptake was not affected (Fig. 4A, B). ER stress and CHOP associate through the unfolded protein response to increased apoptosis^47^. Thus, the ULK1 deletion effect on cell survival was further investigated in the context of ER stress and we found increased nuclear CHOP density in the aged *Ulk1*^*fl/fl*^ microglia (Fig. 4C, D). Of note, the loss of ADAM was neither compensated by other microglia, detected as CD45^Intermediate^ cells or by infiltration of peripheral CD45^High^ myeloid cells (Fig. 4E, F)^77^.

**Fig. 4:**
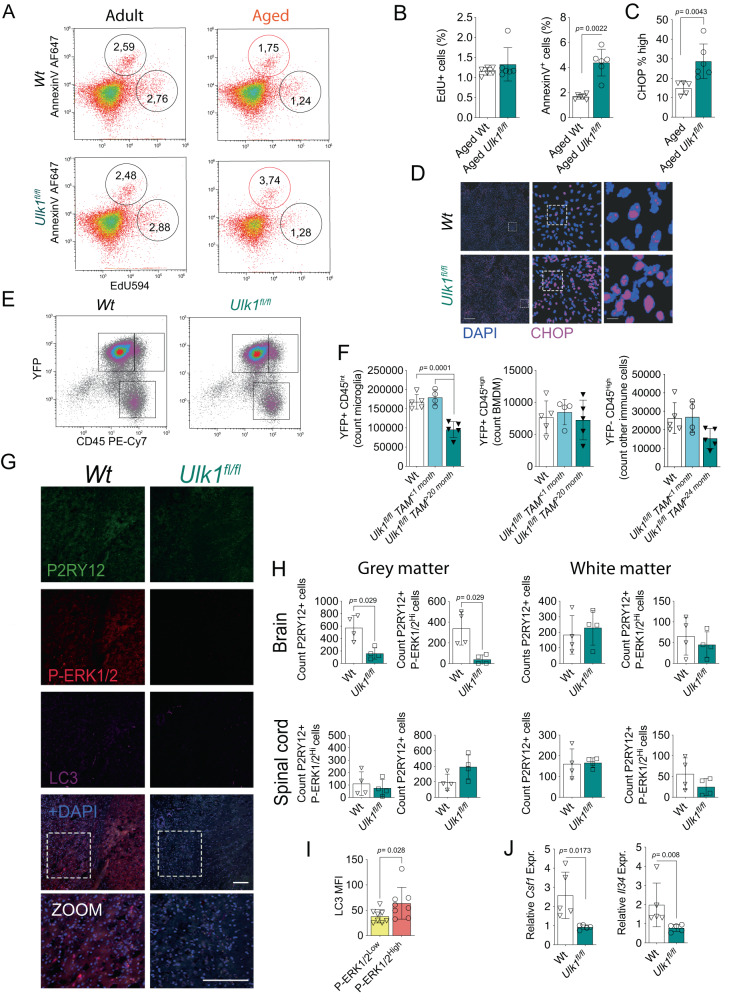
The loss of the reactive ADAM subpopulation is not compensated by other cells. **A**, **B** Microglia proliferation and apoptosis assessed by flow cytometry after three EdU^+^ i.p. injections in vivo days 5, 3 and 1 before analysis (adult, *n* = 6; aged, *n* = 6). **C**, **D** Immunocytochemistry images and quantification of CHOP positive ex vivo microglia cultured for 16 h. DAPI defines nuclei (Wt, *n* = 5; *Ulk1*^*fl/fl*^*, n* = 5*)*. Scale bars correspond to 1000 μm (left) and 25 μm (right). **E**, **F** Flow cytometry density plots and quantification of CNS CD45^+^ populations (Wt, *n* = 5; *Ulk1*^*fl/fl*^, TAM < 1 month *n* = 4; *Ulk1*^*fl/fl*^ TAM > 20 months *n* = 5) where CD45^Intermediate^ YFP^+^ represent microglia targeted by the Tamoxifen induced *Ulk1* deletion. The YFP+ CD45^High^ populations are considered bone marrow-derived myeloid cells and YFP- CD45+ other immune cells. **G**, **H** Immunohistochemistry images and quantification of microglia in white and gray matter (shown in images) in brain and spinal cord regions (Brain, Wt, *n* = 5; *Ulk1*^*fl/fl*^, *n* = 4, spinal cord, Wt, *n* = 4; *Ulk1*^*fl/fl*^, *n* = 4). Scale bars correspond to 100 μm. Zoomed image with individual channels and images of spinal cords and white matter regions are found in supplementary fig. 2. **I** Quantification of MFI in microglia subpopulations from grey matter Wt images shown in **H**. **J** CNS mRNA expression of *Csf1* and *Il34* normalized to *Hprt* (*CSF-1* Wt and *Ulk1*^*fl/fl*^, *n* = 5; *Il34 Wt, n* = 7*; Ulk1*^*fl/fl*^, *n* = 4). All experimental subjects **A**–**H** were aged (>20 months old, >18 months post-Tamoxifen treatment, except **C** > 20 months, <1 month Tamoxifen treatment). *Ulk1*^*fl/fl*^ refer to *Ulk1*^*fl/fl*^ CX3CR1^CreERT2^ and Wt to *Ulk1*^*wt/wt*^ CX3CR1^CreERT2^. **A**, **B** and **E**, **F** showing representative data of three independent experiments. **C** and **B** show data of two independent experiments **B**, **E** and **H**–**J**. **F** One-way Anova followed by Bonferroni’s multiple comparisons test. Mann-Whitney Two-tailed *U*-test. (**H**). Error bars represent mean + SD. Source data are provided as a Source Data file.

Immunohistochemical analysis revealed a notable decrease of the ADAM population, predominantly in the grey matter regions of the cerebral cortex (Fig. 4G, H, S2A, B). Within these regions, we observed an increased density of LC3 in the P-ERK1/2^High^ population in Wt mice, which may suggest the initiation of autophagosome formation (Fig. 4I). We did not detect a significant reduction of ADAM or the microglia population at large in cerebral periventricular white matter regions or in the spinal cord, here analyzed at thoracic level (Fig. 4G, H, S2C). These findings align with earlier studies that associate IL-34 with microglia in grey matter and CSF-1 with those in white matter^19,20^. Notably, since the microglial population count was not affected in aged mice when Tamoxifen-induced deletion of *Ulk1* was done one month before they were sacrificed (Fig. 4E, F), we concluded that the reduction of the microglia, particularly ADAM population, was caused by a long-term cumulative loss. Concurrent with the loss of microglia, the expression of *Csf1* and *Il34* in the CNS was decreased (Fig. 4J)^16,17^.

In summary, our findings are consistent with an impaired survival rather than insufficient mitosis explaining the reduced count of microglia numbers in the aged CNS of *Ulk1* deficient mice. The loss of the ADAM population specifically impacted microglia in the cortical brain regions, and this loss was not mitigated by the expansion of either the remaining microglial cells or infiltrating myeloid populations, while this autophagy-dependent population was found to be less proliferative but with a reactive phenotype.

### IL-34, but not CSF-1, enhances the ADAM population

The two known ligands of CSF1R have disparate spatial expression and alternate impact on microglial phenotypes^19,20,22,23^. By injecting these cytokines intrathecally to aged wild-type (Wt) and *Ulk1*^*fl/fl*^ mice we found both cytokines to expand the microglia population (Fig. 5A). This expansion was not dependent on ULK1 in the CSF-1 treated CNS, while IL-34 specifically expanded the ADAM population with increased P-ERK1/2 (Fig. 5A, B). Importantly, the reduction of the ADAM population did not induce peripheral BMDM immune cell infiltration in the untreated mice, neither did the CSF-1 or IL-34 administration (Figs. 4F and 5C). IL-34 can also bind Syndecan-1 and PTPRZ1 receptors^78^. Due to this, we wanted to study if the observed expansion of the P-ERK1/2^High^ population was mediated through the CSF1R signaling. To this end, we treated ex vivo Wt microglia with CSF-1 and IL-34 in the presence of the CSF1R inhibitor PLX3397. Upon this inhibition, we observed a complete loss of P-ERK1/2 (Fig. 5D). Thus, while IL-34, but not CSF-1, readily sustained the ERK1/2-Thr202/Thyr204 phosphorylation ex vivo, CSF1R antagonism abolished it (Fig. 5D)^16,17^. Neither of these treatments affected the levels of targeted protein (Fig. 5E).

**Fig. 5:**
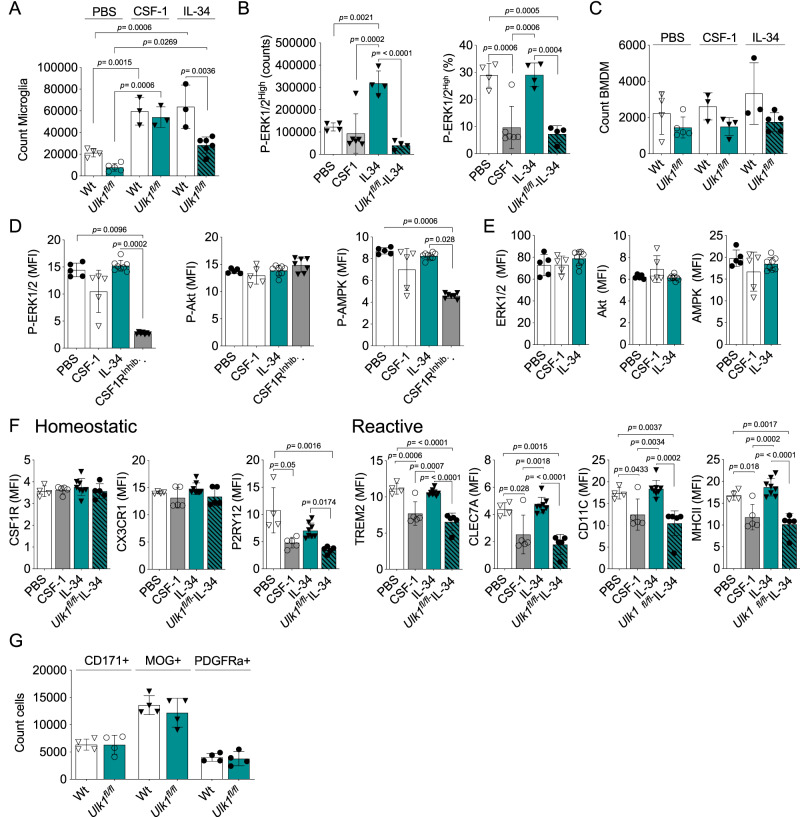
IL-34 but not CSF-1 enhance the ADAM population. **A** Microglia (CD11b^+^ CD45^Int^ YFP^+^) counts from mice treated intrathecally with IL-34, CSF-1 or PBS control (PBS Wt, *n* = 4; PBS *Ulk1*^*fl/fl*^, *n* = 5; CSF-1 Wt, *n* = 3; CSF1 *Ulk1*^*fl/fl*^, *n* = 3; IL-34 Wt, *n* = 3; IL-34 *Ulk1*^*fl/fl*^, *n* = 6). **B** P-EKR1/2-positive microglia cells as percent of the total microglia population from mice treated as in (A) (PBS Wt, *n* = 4; CSF-1 Wt, *n* = 6; IL-34 Wt, *n* = 4; IL-34 *Ulk1*^*fl/fl*^, *n* = 4). **C** BMDM (CD11b^+^ CD45^High^) counts from mice treated as in **A**. **D** Phosphorylation and total content of target proteins in microglia treated ex vivo with CSF1R ligands individually or with both ligands in the presence of the CSF1R inhibitor PLX3397 (PBS Wt, *n* = 5; CSF-1 Wt, *n* = 5; IL-34 Wt, *n* = 7; CSF1R^Inhib.^, *n* = 5). **E** Total content of target proteins in microglia treated ex vivo with CSF1R ligands individually (PBS Wt, *n* = 5; CSF-1 Wt, *n* = 5; IL-34 Wt, *n* = 7). **F** Homeostatic and reactive microglia surface markers assessed by flow cytometry in freshly isolated microglia from mice treated as in **A** (PBS, *n* = 4; CSF-1, *n* = 5; IL-34, *n* = 7; *Ulk1*^*flf*^*-* IL-34, *n* = 5). **G** CD171^+^ neurons, MBP^+^ Oligodendrocytes and PDGFRa^+^ OPC counts (*n* = 4 in all conditions). Analyses separated per cell type. All experimental subjects **A**–**H** were aged (>20 months old, >18 months post-Tamoxifen treatment), all treatments refer to intrathecal administration 5, 3, and 1 day before analysis. *Ulk1*^*fl/fl*^ refer to *Ulk1*^*fl/fl*^ CX3CR1^CreERT2^ *and Wt* to *Ulk1*^*wt/wt*^ CX3CR1^CreERT2^. **A**–**D** and **F** showing representative data of three independent experiments. **E** and **G** showing representative data of two independent experiments. **D** and **E** Kruskal-Wallis followed by Dunn’s multiple comparisons test (**A**) Two-way Anova followed by Šídák’s multiple comparisons test (**B**) and (**F**) One-way Anova followed by Tukey or Bonferroni post-hoc test. **G** Mann-Whitney Two-tailed *U*-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

In line with the expansion of the ADAM microglia, we could further show a maintained reactive microglia differentiation upon IL-34, but not CSF-1, treatment in vivo (Fig. 5F). We also found a cytokine-dependent P2RY12 expression, although the elevation associated with the IL-34 treatment remained below that observed for the PBS control (Fig. 5F).

Previous studies reported no impact on neuronal and glial cell density after the treatment with IL-34 and CSF-1 neutralizing antibodies^79^. In line with that, we demonstrated that in naïve state neither of these treatments or the loss of ADAM affected the counts of CD171^+^ neurons, MBP^+^ oligodendrocytes (OLs) or PDGFRa^+^ oligodendrocyte progenitor cells (OPCs) (Fig. 5G)^19^.

### Loss of ADAM associates with higher mortality during autoimmune neuroinflammation

Microglia at large, and reactive subpopulations such as DAM, have been assigned both detrimental and protective phenotypes during neuroinflammation^80^. More precise conditions for these variable effects of microglia need to be defined and are called for by emerging concepts of myeloid modulatory therapies. We sought to challenge the CNS with myelin oligodendrocyte glycoprotein (MOG)-induced EAE, a model widely used to understand underlying mechanisms and develop therapies for MS^81^, to evaluate the impact of the reduced microglial population and the specific loss of ADAM. The increased mortality of *Ulk1*^*fl/fl*^ aged mice compared to Wt mice was remarkable, indicating a protective role of ADAM (Fig. 6A). The CSF-1 treatment had no significant effect on the disease course of *Ulk1* deficient mice, even though the total microglia population expanded to Wt levels (Fig. 5A). Moreover, the *Ulk1*^*fl/fl*^ mice displayed reduced microglial numbers despite increased proliferation, which was counteracted by high apoptosis (Fig. 6B). During neuroinflammation, the *Ulk1*^*fl/fl*^ mice showed reduced numbers of neurons, OLs and OPCs in the CNS, and the main target for the auto-aggression, i.e. the MBP^+^ OLs showed a significantly increased proportion of apoptotic cells (Fig. 6B, Fig. S3A).

**Fig. 6:**
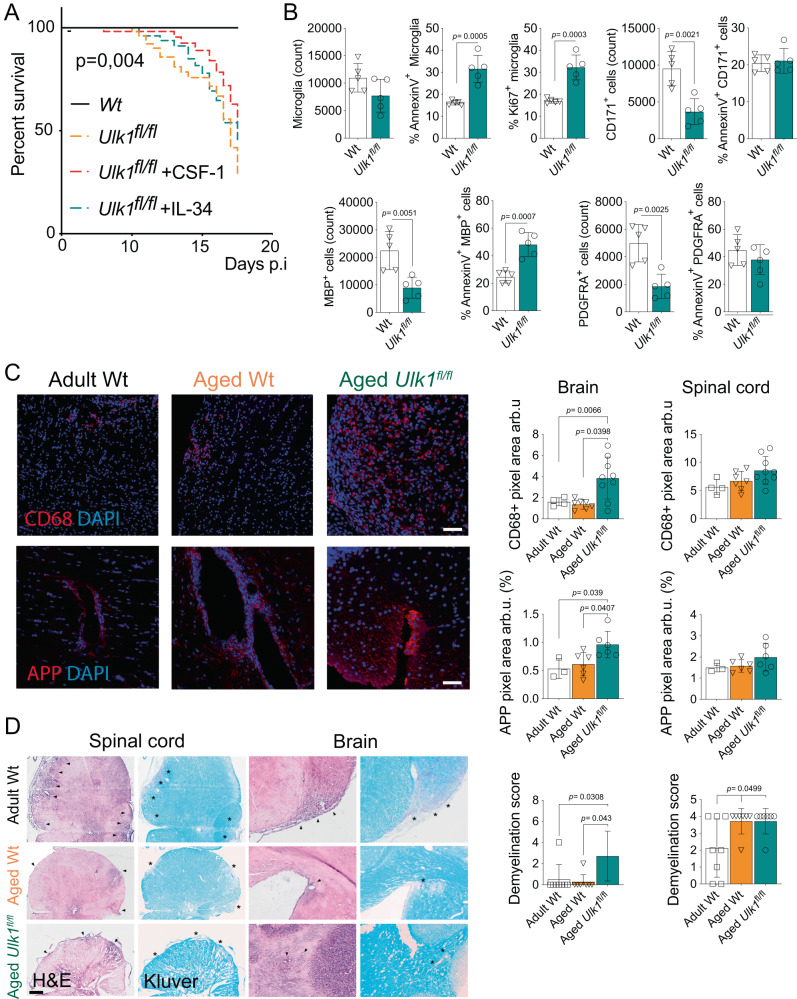
Loss of ADAM associates with higher mortality during autoimmune neuroinflammation. **A** Survival plots after MOG-induced EAE. **B** Quantification of microglia numbers, apoptosis and proliferation and CD171^+^ neurons, MBP^+^ Oligodendrocytes and PDGFRA^+^ OPCs numbers and apoptosis at day 7 post-EAE onset (Wt, *n* = 5; *Ulk1*^*fl/fl*^, *n* = 5). **C** Immunohistochemical images (images showing brain lesion areas, unaffected parenchyma is shown in Fig S3B) and analysis of brain and spinal cord sampled day 15 post EAE induction (Wt adult, *n* = 3 for APP and *n* = 4 for CD68, Wt aged, *n* = 6; *Ulk1*^*fl/fl*^ *aged*, *n* = 8). Scale bars represents 125 μm for APP and 250 μm for CD68 and imaged are 2D renderings of thick Z-stacks. **D** Immunohistochemical images and analysis of brain and spinal cord sampled day 15 post EAE induction. Black arrowheads indicate inflammatory infiltrates (Wt adult, *n* = 7, Wt aged, *n* = 6; *Ulk1*^*fl/fl*^ *aged*, *n* = 6). Scale bars represent 100 μm in **C** and 200 μm in **D**. Adult mice were 3-5-month-old, <1 month post-Tamoxifen treatment, Aged mice were > 20 months old, >18 months post Tamoxifen treatment. *Ulk1*^*fl/fl*^ refer to *Ulk1*^*fl/fl*^ CX3CR1^CreERT2^ *and Wt* to *Ulk1*^*wt/wt*^ CX3CR1^CreERT2^. **A** and **B** showing representative data of three independent experiments. **A** Mantel-cox logrank test of survival curves. **B**, **D** Mann-Whitney Two-tailed *U*-test (**C, D**) One-way Anova with Tukey posttest. Error bars represent mean + SD. Source data are provided as a Source Data file.

Immunohistochemical analysis unveiled a pronounced augmentation in the demyelinated lesion load in *Ulk1*^*fl/fl*^ mice lacking the ADAM population (Fig. 6C, D). These demyelinated regions exhibited a heightened prevalence of CD68^+^ macrophages, presumably originating from monocytes (Fig. 6C). Additionally, conspicuous deposits of amyloid precursor protein (APP) were evident within the tissue, indicative of neuronal pathology^82^ (Fig. 6C). Notably, these findings manifested primarily within the cerebral tissues of *Ulk1*^*fl/fl*^ mice, while the spinal cord exhibited an absence of pathological alterations. This spatial discrepancy is congruent with the divergent influence exerted by IL-34 versus CSF-1, and aligns with the lethal EAE phenotype detected. CNS of the *Ulk1*^*fl/fl*^ mice also exhibited extensive macrophage activation in tissue outside demyelinating lesions, suggesting a repopulation of previously vacant niches (Fig. S3B). Throughout the course of EAE, we observed a significant increase in the expression of *Csf1* but not *Il34*. This finding underscores the widely recognized inflammatory responsiveness associated with *Csf1* (Fig. S3C).

In conclusion, naïve ADAM-deficient mice did not show reduced counts of neurons or cells of the oligodendrocyte lineage. However, when challenged with EAE the remaining microglia failed to protect the CNS cells from death and EAE-associated mortality.

### IL-34 administration expands ADAM, restricts autoimmune neuroinflammation and reduces its clinical signs

While intrathecal injections of IL-34 and CSF-1 did not rescue the *Ulk1*^*fl/fl*^ mice during EAE, aged Wt mice displayed a significant amelioration of disease upon IL-34 treatment (Fig. 7A). This was associated with reduced infiltration of peripheral BMDMs and T cells accompanied by an increased microglial counts (Fig. 7C). The IL-34 treatment also rescued neurons and OLs in the CNS during EAE compared to PBS and CSF-1 treatments, a trend also seen for OPCs (Fig. 7E–G). The beneficial effects of IL-34 treatment were all abrogated in *Ulk1*^*fl/fl*^ mice, which are lacking the age-acquired ADAM population (Fig. 7A–E). Like untreated EAE mice, *Ulk1*^*fl/fl*^ mice showed increased immune cell infiltration and reduced neuron, OL and OPC counts with a significant proportion of apoptotic cells in all targeted CNS resident cells (Fig. 7C, E). Microglial phagocytosis plays a pivotal role in mitigating CNS damage across various pathological conditions, including EAE^83–85^. In our investigation, we observed an elevated surface density and increased expression of scavenger receptors within the ADAM population, as illustrated in Fig. 2. Hence, we aimed to ascertain whether this phagocytic capability underwent alterations in the ADAM population. To do so, we conducted an ex vivo experiment, exposing microglia from aged mice to fluorophore-conjugated myelin debris. 

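The transcripts of 5 scavenger receptor genes on the panel moved in different directions between aged P-ERK1/2 High and P-ERK1/2 Low microglia. *Cd163* was called higher, with all 4 P-ERK1/2 High samples above background at 67.5 ± 7.54 (SD) and no P-ERK1/2 Low sample above it. The background of the P-ERK1/2 Low samples reached the P-ERK1/2 High level, so no fold is given. *Cd36* was called lower, at 1092 ± 595 (SD, n = 4) against 2732 ± 296 (SD, n = 4), with every P-ERK1/2 High sample below every P-ERK1/2 Low sample. P-ERK1/2 High sample 7 had a raw count of 280 for *Cd36* and the other 3 had 1108 to 1379, so the size of this fall rests in part on sample 7. *Cd68* and *Msr1* rose by less than the fold limit, and *Marco* was above background in no sample of either group. The mean log2 fold change of the 5 genes was 0.31 and their median 0.90, and limma's camera gave the list an adjusted p of 0.92. An adjusted p under 0.05 was reached by 4 genes when adjusted over the list alone and by 3 over all genes tested. The score was 0.48 ± 0.50 (SD, n = 4) in P-ERK1/2 High and 0.17 ± 0.24 (SD, n = 4) in P-ERK1/2 Low (exact permutation test, p = 0.29), with P-ERK1/2 High sample 7 at -0.24 and the other 3 at 0.57 to 0.81. It was -0.87 ± 0.20 (SD) in the 3 kept adult samples and -0.42 with sample 11, excluded for low RIN. The surface density of these receptors is not analysed here.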

Surprisingly, our analysis revealed a non-significant difference in the uptake of myelin debris when comparing the P-ERK1/2^High^ and P-ERK1/2^Low^ subsets although the autophagosome marker LC3 was detected at higher density in ADAM (Fig. 8A). This observation suggests the existence of additional neuroprotective functions within the ADAM population. To address the mechanism behind the neuroprotection following IL-34 treatment, we co-cultured neurons with microglia sorted from aged Wt and *Ulk1*^*fl/fl*^ mice and exposed them to CSF-1 or IL-34 or unstimulated control. IL-34 treatment increased neuron counts and reduced the number of apoptotic neurons when co-cultured with Wt microglia but not *Ulk1*-deficient microglia (Fig. 8B–D). We also detected increased counts of microglia in the IL-34 treated condition (Fig. 8B). Of note, CSF-1 or IL-34 did not affect neuronal apoptosis or counts in cultures without microglia (Fig. 8D). Finally, we found microglia from IL-34 treated co-cultures to express higher mRNA levels of neurotrophic factors, such as *Bdnf*, *Igf1, Tgfb1* and *Manf* compared to only medium and cultures with *Ulk1* deficient microglia. CSF-1 had an intermediate effect on the above-mentioned targets as well and a overall tendency for lower expression compared to IL-34 treated microglia. These represent microglia-derived neuroprotective mediators, possibly explaining the health-promoting microglial phenotype associated with ameliorated neuroinflammation where *IGF1* and *BDNF* been associated to MS risk and the latter also linked to microglial autophagy^60,86–89^.

**Fig. 7:**
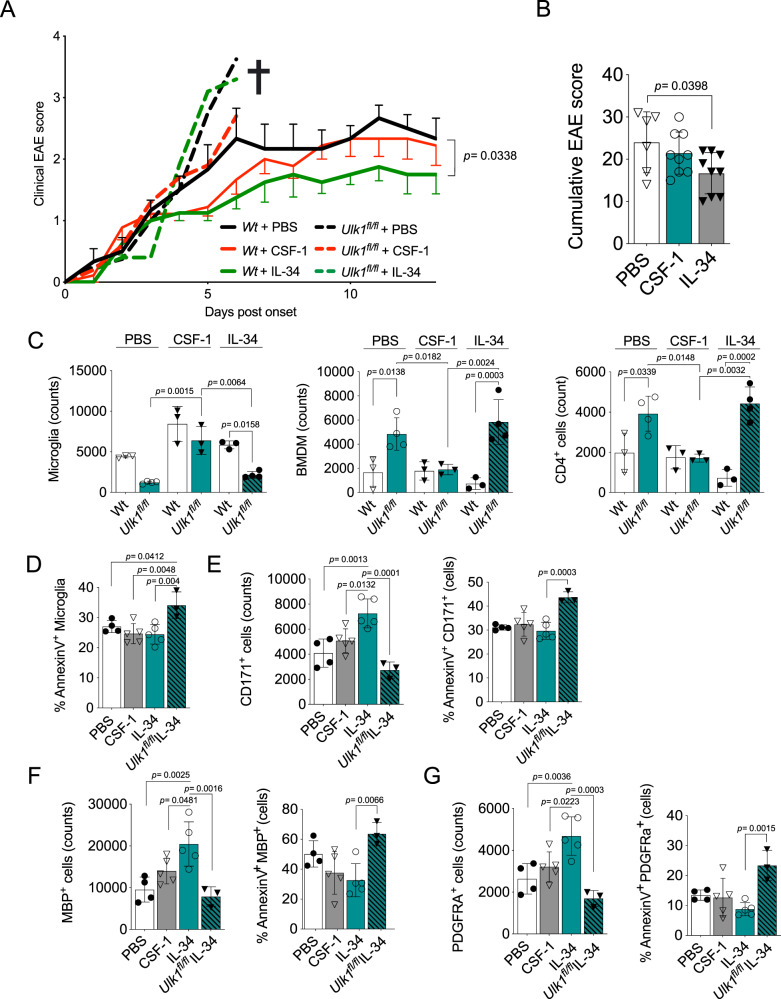
IL-34 administration expands ADAM, restricts autoimmune neuroinflammation and reduces its clinical signs. **A** Clinical scores (left) and a graphic summary of aged mice with MOG-induced EAE who received intrathecal administration of CSF-1, IL-34 or PBS (Wt-PBS, *n* = 6; *Ulk1*^*fl/fl*^-PBS *n* = 6; Wt-CSF-1, *n* = 6; *Ulk1*^*fl/fl*^-CSF-1 *n* = 10; Wt-IL-34, *n* = 6; *Ulk1*^*fl/fl*^-IL-34 *n* = 8. **B** Cumulative EAE scores of conditions described in (A) CSF-1, IL-34 or PBS (Wt-PBS, *n* = 6; Wt-CSF-1, *n* = 9; Wt-IL-34, *n* = 9). **C** Microglia, BMDM and CD4^+^ T-cell counts day 7 post-EAE onset assessed by flow cytometry. (Wt-PBS, *n* = 4; Wt-CSF-1, *n* = 5; Wt-IL-34, *n* = 5; *Ulk1*^*fl/fl*^-IL-34 *n* = 3). **D**–**G** Microglia, CD171^+^ neurons, MBP^+^ oligodendrocytes, PDGFRa^+^ OPCs and their respective AnnexinV^+^ subpopulations day 7 post-EAE onset assessed by flow cytometry. (Wt-PBS, *n* = 3; *Ulk1*^*fl/fl*^-PBS *n* = 4; Wt-CSF-1, *n* = 3; *Ulk1*^*fl/fl*^-CSF-1 *n* = 3; Wt-IL-34, *n* = 3; *Ulk1*^*fl/fl*^-IL-34 *n* = 4. All experimental subjects (**A**–**E**) were aged (>20 months old, >18 months post-Tamoxifen treatment), all treatments refer to intrathecal administration 5, 3, and 1 day before disease induction. *Ulk1*^*fl/fl*^ refer to *Ulk1*^*fl/fl*^ CX3CR1^CreERT2^ *and Wt* to *Ulk1*^*wt/wt*^ CX3CR1^CreERT2^. **A**–**G** showing representative data of three independent experiments. **A**, **B** and **D**–**G** One-way Anova followed by Bonferroni’s, Tukeys or Dunn’s multiple comparisons test. **C** Two-way Anova followed by Šídák’s multiple comparisons test. Mann-Whitney Two-tailed *U*-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

**Fig. 8:**
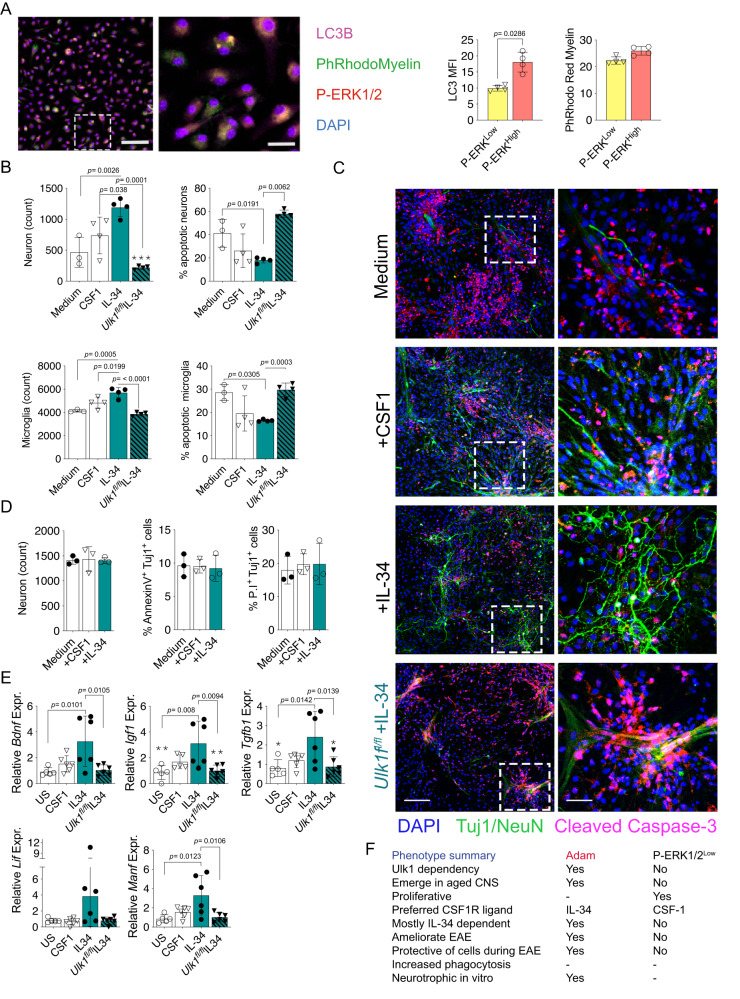
IL-34 increase neuronal survival In vitro microglia co-cultures. **A** In vitro uptake images and quantification of labeled myelin myelin LC3 MFI by microglial subpopulations from the aged CNS (P-ERK1/2^Low^, *n* = 4; P-ERK1/2^High^, *n* = 4,). Scale bars indicate 250 μm (left) and 25 μm (right). **B** Counts of live and apoptotic (AnnexinV and/or propidium iodide+) microglia and neurons after 72 h co-culture with sorted aged naïve microglia and respective cytokines (Unstimulated, *n* = 3; CSF-1 *n* = 4-6; IL-34, =5; *Ulk1*^*fl/fl*^ IL-34, *n* = 4). **C** Immunocytochemistry showing Tuj1/NeuN^+^ neurons and cleaved caspase-3, signaling apoptosis. Conditions as described in **A**. Scale bars correspond to 500 μm (left) and 50 μm (right). **D** Quantified live, apoptotic AnnexinV^+^ and dead Propidium iodide (P.I) Tuj1^+^ neurons after 72 h stimulation with respective cytokines (all conditions, *n* = 3). **E** mRNA expression of Neurotrophic factors in sorted microglia from co-cultures described in **A** normalized to *Hprt* (Unstimulated, *n* = 5; CSF-1 *n* = 6; IL-34, *n* = 6; *Ulk1*^*fl/fl*^ IL-34, *n* = 6 for all targets except *Igf1*, Unstimulated, *n* = 5; CSF-1 *n* = 5; IL-34, *n* = 6; *Ulk1*^*fl/fl*^ IL-34, *n* = 6). **F** Summarized “ADAM” phenotypes described in Figs. 2–7 in comparison to the autophagy independent P-ERK1/2^Low^ microglia population. **A** and **E** showing representative data of two independent experiments. **B**–**D** showing representative data of three independent experiments. **A** Mann-Whitney Two-tailed *U*-test. B and **D**, **E** One-way Anova followed by Tukeys or Dunn’s post-hoc test. Error bars represent mean + SD.

Taken together, these data strongly suggest a neuroprotective ADAM-dependent effect of IL-34 in ameliorating EAE and neuronal survival in vivo and in vitro.

## Discussion

We here identify and define an autophagy-dependent microglial population in the aging CNS with health-promoting capacities required for survival from neuroinflammatory and neurodegenerative disease. Phenotyping of this cortical microglia subpopulation revealed a neuroprotective function and a pattern of activation seen in other models of CNS pathology^54,57,58^. Intrathecal administration of the CSF1R ligand IL-34 expanded this population with an ameliorating impact on disease pathology and clinical manifestations.

We demonstrated that aged compared to adult microglia have a slower turnover rate and phenotypic alterations similar to microglia/macrophage signatures and functions previously described in demyelinating and degenerative CNS diseases^9,56–58,68,77,85,90–93^. In advanced age microglia, we detected an altered downstream phosphorylation pattern of ERK1/2, Akt and AMPK, which signal downstream CSF1R that is fundamental for microglial viability. This changed phosphorylation pattern was associated with increased canonical autophagy. Several lines of evidence, including the known regulatory functions of detected phosphorylation patterns together with validation of autophagy activation by transcriptional analysis and ex vivo correlation between elevated P-ERK1/2 levels and increased LC3B^+^ compartment density, suggest enhanced autophagy activation, although we cannot exclude additional influence of reduced lysosomal degradation.

Accordingly, deletion of autophagy core gene *Ulk1* caused a loss of this age-acquired microglia population (referred to as ADAM) and a consequential reduction of the total microglia in the CNS of 2-year-old mice. The *Ulk1* deletion specifically impaired the survival of this population which associated with an increase in ER stress, consistent with the essential function of canonical autophagy^28,94,95^. The findings of a diminished microglia population challenge the common idea that the myeloid CNS niche must be replenished under all conditions by either microglia or bone marrow-derived macrophages^12,96–98^. However, the foundation of this idea relies on models associated with acute extensive apoptosis, which induces inflammation associated to immune cell proliferation^98,99^. In our model, the cumulative reduction of microglia is seen only at an advanced age and could arguably be considered immunologically more silent, similar to the human pathologies seen in patients with CSF1R mutations^73^. This conclusion is supported by recent findings showing substantial reduction of the microglia population upon deficiency of autophagy gene *Atg4b*^84^.

The ADAM population was characterized by increased density of receptors associated with microglial phenotypes found in models of neurodegeneration and regarded as cells in a reactive state. 

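In aged P-ERK1/2 High microglia *Tmem119* was at 309 ± 142 (SD, n = 4) and in aged P-ERK1/2 Low microglia at 70.7 ± 12.2 (SD, n = 4), a log2 fold change of 2.02 (SE 0.31, limma adjusted p = 2.7e-04). *Sall1* was at 311 ± 111 against 91.1 ± 11.3, a change of 1.70 (SE 0.27, limma adjusted p = 3.8e-04). Every P-ERK1/2 High sample lay above every P-ERK1/2 Low sample for both genes, and 1 of the 4 P-ERK1/2 Low samples was above background for each. With each sample left out in turn the change stayed between 1.74 and 2.26 for *Tmem119*, and *Sall1* kept its direction and call.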

Additional to autophagy, transcriptome analysis highlighted microglial functions such as phagocytosis as well as hallmark microglia markers *Tmem119 and Sall1*. This phenotype partially overlaps with microglial signatures described in neuroinflammation and neurodegenerative diseases and includes genes such as *Itgax, Clec7a* and genes associated with APC functions, commonly thought of as inflammatory^56–58,90,91^. However, the loss of this reactive and supposedly inflammatory microglia was detrimental leading to high mortality during autoimmune neuroinflammation. 

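*Itgax* was at 263 ± 109 (SD, n = 4) in aged P-ERK1/2 High and 363 ± 47.4 (SD, n = 4) in aged P-ERK1/2 Low microglia, a log2 fold change of -0.56 (SE 0.31, limma adjusted p = 0.15) with overlapping groups. It was called lower under quantile normalization (-1.08) and with the background subtracted (-1.71), called higher under positive-control scaling (1.42), and turned to 0.21 without a call with the 6 most stable housekeeping genes. Leaving out each sample in turn gave -0.78 (without P-ERK1/2 High sample 5) to -0.27 (without P-ERK1/2 High sample 7), and no call. *Clec7a* and, among the genes of antigen presentation, *Cd74* and *Cd86* were called higher in P-ERK1/2 High.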

The underlying pathology was characterized by an increased peripheral immune cell infiltration accompanied by a neural and glial cell loss and demyelination during EAE. This supports the notion that the premise of a pro-inflammatory microglial phenotype as harmful needs to be revisited and contextualized. The signature of the ADAM population does not completely match other previously defined microglia populations and states. This could arguably be secondary to the P-ERK1/2 discrimination used in our study, but also supportive of microglia as dynamic cells shaped by demands of the aged brain.

Impaired autophagy has been associated with age or aging cells, but with the recent expansion of the concept and multitude of functions of autophagy proteins, we need to be open to the idea that the autophagy proteins and functions are employed in a cell- and context-dependent manner, rather than simply being up- or down-regulated^40,42,75,100^. We previously reported that non-canonical autophagy in microglia, which decreases with age, is essential for phagocytosis and recovery from MS-like neuroinflammation^75^. Of note, in the previous publication, the aged mice had *Atg7* or *Ulk1* genes ablated just before the induction of EAE, while here the mice were left to age without *Ulk1* in their microglia, which leads to a loss of the protective ADAM population.

Here we further characterized the microglial niche and demonstrated that aging leads to the expansion of a microglia population that relies on canonical autophagy for survival and neuroprotective functions in the face of inflammatory insults. This raises the question of competitive recruitment to these disparate processes underlying the impaired non-canonical autophagy in the aged microglia population. On the other hand, the autophagy-associated phagocytic capacity of the microglia population during recovery can represent a temporary shift in the autophagy protein employment in the ADAM population. A long-term commitment of the autophagy-associated proteins to one of these functions could, however, potentially affect the microglia population’s phenotype, function and maintenance.

Our findings present a nuanced perspective on the prevailing notion that age inherently constrains autophagy function, particularly within microglia. While this assertion currently lacks robust supporting evidence, it is plausible that autophagy function varies within the microglial phenotype spectrum. Overall, there may be a reduced autophagic capacity, but our observations suggest the existence of two distinct subpopulations; one characterized by low P-ERK1/2 levels, likely comprising less differentiated cells with low autophagy activity, and another with high P-ERK1/2 levels, representing the subset of functional cells that persist.

Recent efforts have defined unique microglial subpopulations in homeostatic and disease conditions, often with age as an influential factor. In these studies, CSF1R is associated with homeostatic microglia and has two known ligands, CSF-1 and IL-34^20,23,58,77,79,93^. While CSF-1 exclusively engages the CSF1R receptor, IL-34 exhibits binding affinity towards two additional identified receptors: phosphatase-ζ (PTP-ζ) and syndecan-1. The implications of these interactions on microglial function, although not further addressed in this study, warrant additional investigations^101^. While CSF-1 associates with inflammation and is secreted mainly by microglia and other immune cells, IL-34 is sourced by neurons and glial cells and is more abundant in steady-state but is yet to be comprehensively explored in neuroinflammatory diseases. Studies disrupting IL-34 and CSF-1 gene expression or treatment with specific blocking antibodies suggest regional dependency for these cytokines, with IL-34 affecting mostly the grey matter^19,23^. Accordingly, the observed absence of microglia was primarily detected in the cortical areas of the brain, an observation that potentially could elucidate the underlying factors contributing to the observed mortality.

By intrathecal injections of CSF-1 or IL-34, we expanded the microglia population in aged wild-type mice. While IL-34 expanded the responsive ADAM population and maintained the highly phosphorylated ERK1/2 found in this phenotype, CSF-1 induced the highly proliferative/less reactive population. The exact mechanisms underlying this discrepancy are not addressed in this study but could be influenced by the higher IL-34 affinity to CSF1R, which affects auto-phosphorylation and downstream regulation^26^. Further, in the aged *Ulk1* deficient mice, IL-34 failed to expand the population establishing support for an IL-34-CSF1R-ERK/AMPK-ULK1 axis.

The polarizing potential of IL-34 versus CSF-1 in previous studies indicates minor phenotype deviations upon alternate CSF1R ligands^19,22,23,26,66,102^. In this study, we found dramatic differences in several markers of functional differentiation such as CLEC7A and *Spp1*. However, the previous studies were conducted on young adult mice in which we did not observe the ADAM population. Intrathecal pre-treatment specifically with IL-34 ameliorated EAE in aged wild-type mice, with reduced immune cell infiltration and increased survival of neurons and oligodendrocyte lineage cells. This effect was absent in mice with reduced ADAM population upon *Ulk1* deficiency and not significant upon CSF-1 treatment.

The pathology observed during EAE predominantly affected the brain instead of the spinal cord, a phenotype rarely seen in EAE. This observation supports the concept of a protective microglial phenotype associated with IL-34, which is primarily expressed in cortical brain regions. Knowing that microglia are the main targets of IL-34 we believe the protective effect to be secondary to expansion of the ADAM population, a statement supported by the absent effect in mice with *Ulk1* deficiency. We could further validate a neuroprotective phenotype of the IL-34 treated microglia in vitro by cell viability measurements, possibly explained by increased expression of neurotrophic factors. Notably we did not detect an increased increase in phagocytic capacity of the ADAM microglia, a function usually associated with DAM phenotypes and health promoting capacities of microglia in general. These experiments were however measuring specifically myelin uptake and lysosomal loading which do not exclude altered phagocytosis of e.g. apoptotic neurons. These findings are potentially highly relevant in human diseases where CSF-1 protein levels are increased while IL-34 concentration is not affected, such as in the cerebrospinal fluid of patients suffering from progressive MS^24^. This could favor a CSF-1-expanded quiescent over the IL-34-polarized neuroprotective microglia population, contributing to progression. Although sex is acknowledged to impact neuroinflammation and microglial phenotypes^103^, we did not observe any sex-specific phenotypes in subgroup analysis of our key experiments (Supplementary fig. 4).

We support the idea of microglia as long-lived health-promoting cells with a dynamic nature as an attractive treatment target. Although the EAE model has limitations in translation to human MS disease, the mechanisms shown here could contribute to the age-related conversion to progressive disease that could be targeted towards addressing this major challenge in managing MS. Given the expanding idea of a therapeutic reconstitution of microglia in age-associated diseases using CSF1R inhibition, our findings propose a need to take IL-34 into account in shaping the new protective population state. The autophagy-dependency of the health-promoting microglia defined in these studies should also be viewed as a possible pathway to strengthen the CNS innate immunity during aging.

## Methods

### Ethics Statement

Animal experiments were approved and performed according to regulations from the Swedish National Board for Laboratory Animals and the European Community Council Directive (86/609/EEC) under the ethical permits N338/09, N138/14, and 9328-2019, approved by the North Stockholm Animal Ethics Committee (Stockholms Norra djurförsöksetiska nämnd). Mice were regularly tested according to a health-monitoring program from the National Veterinary Institute (Statens Veterinärmedicinska Anstalt, SVA) in Uppsala, Sweden.

### Experimental Subjects

Gene-deleted mice on the C57BL/6 background were generated by breeding mice with a floxed *Ulk1* gene (*Ulk1*^*fl/fl*^) to mice with Cre recombinase expressed under the *Cx3cr1* promoter (*Cx3cr1*^*CreERT2*^). All strains were purchased from The Jackson Laboratory. All mice were housed at animal facilities at Karolinska Institutet and bred and maintained under specific-pathogen-free conditions in polystyrene cages with hiding places in accordance with national animal-care guidelines. Housing rooms had 12 hour light/dark cycle, temperature was 20-24 °C and humidity 45-65%. Mice had access to standard chow and drinking water ad libitum. During EAE mice had access to wet food. Aged mice refer 20-25 months old and Adult mice 3-5 to months old. The experimental Cre mice had a hemizygote *Cx3cr1*^*CreERT*^ genotype. Tamoxifen (TAM; Sigma), 4 mg dissolved in corn oil was administrated subcutaneously three times in 48-hour intervals in 1 to 3 month old mice except in Fig. 3 were mice older than 20 months had Tamoxifen treatment 1 month prior the experiment. Experiments targeting microglia were started earliest 4 weeks after the last Tamoxifen administration in order to allow repopulation of peripheral bone marrow-derived *Cx3cr1*^*CreERT2*^ expressing cells, e.g., monocytes. At the same time, the gene deletion effect is preserved and carried on in the self-renewing microglial population. Other CNS-associated self-renewing macrophages residing in meninges and perivascular spaces that also express that *Cx3cr1* have been shown not to contribute to T cell activation and CNS damage during EAE and are not found in the parenchyma^91,104^. *Cx3Cr1* positive cells also express fluorescent eYFP. No noticeable Cre^+/-^ toxicity was observed. We used 3-5 months old littermate “Adult” mice and > 20 months old “Aged” mice in experiments. The *Ulk1* deletion in aged mice was initiated at least 18 months prior to the commencement of the experiments, with the exception of Fig. 4h, where we specifically investigated the consequences of both long-term and short-term *Ulk1* deficiency. Injections of 50 ng CSF-1 or IL-34 in 10uL saline were made intrathecally (described in^105^) for three consecutive days before sacrifice or immunization for EAE. For all experiments both female and male mice were used in matched groups. For IL-34 and CSF-1 treatment experiments mice were randomized from all cages. No uneven distribution of weight at start of experiment was detected. For all experiments, mice were euthanized with CO_2_. Both females and males were used in all experimental groups, gender is annotated in the Source data file as well as subgroup analysis based on sex for key experiments.

### Induction and clinical evaluation of EAE

Recombinant mouse myelin oligodendrocyte glycoprotein (rmMOG) aa1-125 from the N-terminus, was produced in *Escherichia coli* and purified using chelate chromatography, as previously described^106,107^. EAE was induced by immunizing mice under isoflurane (Baxter) anesthesia with a single subcutaneous injection at the dorsal tail base with 100 µl of inoculum containing rmMOG 20-35 µg/mouse in PBS emulsified in a 1:1 ratio with Complete Freund’s Adjuvant (CFA, Chondrex) (100 µg Mycobacterium tuberculosis/mouse). Emulsions were prepared using POWER-Kits purchased from BTB Emulsions, Malmö, Sweden (https://btbemulsions.com/), according to the manufacturer’s recommendations. Additionally, all experimental animals received an i.p. administration of 200 ng/mouse pertussis toxin (PTX, Calbiochem) at days 0 and 2 p.i. The clinical disease was scored as follows: 0, no clinical signs of EAE; 1 - tail weakness or tail paralysis; 2 - hind leg paraparesis or hemiparesis; 3 - hind leg paralysis or hemiparalysis; 4 - tetraplegia or moribund; 5 - death. Ethical endpoints (weight loss, score 4, signs of bladder infections or wounds) stated in permits were applied. No mice were excluded from analysis based on these or other parameters. Following the onset of the disease, mice were provided with wet food due to their compromised ability to forage for both food and water, due to motor impairments.

### Single cell suspensions from CNS

CNS cells were extracted using the Neural Tissue dissociation kits T or P (Miltenyi Biotec).

Mice were anesthetized with isoflurane and perfused transcardially with ice-cold PBS. Brain and spinal cord were mechanically dissociated and resuspended in enzyme mix according to the manufacturer’s protocol. The pellet was resuspended in a 38% Percoll (Sigma) solution and centrifuged at 800 g for 15 min (no brake). The myelin gradient layer was discarded, and the cell pellet resuspended in PBS. Alternatively, Myelin removal beads were used according to instructions from the manufacture (Miltenyi Biotec.)

### Flow cytometry

Naïve and at 7 days post-EAE onset CNS cells were analyzed. Single-cell suspensions were plated and stained with conjugated antibodies and LIVE/DEAD™ Fixable Near-IR Dead Cell Stain (Invitrogen; L34976). Intracellular/Intranuclear staining was performed after permeabilization using a Fixation/Permeabilization kit (BD biosciences/eBioscience). Staining of phosphorylated proteins was performed using fixation buffer (Biologend; 420801) followed by True-Phos^TM^ (Biolegend; 425401) permeabilization buffer after a brief 20-minute surface staining. The phosphorylation targeted were: ERK1/2-Thr202/Thyr204, AMPK-Thr183/172 and Akt-Ser473.In experiments targeting AnnexinV, a binding buffer was used (Biolegend; 422201). AnnexinV staining and detection of phosphorylated proteins could not be done on the same samples due incompatible buffer requirement. For quantification of newly formed cells, 50 ug EdU (ThermoFischer scientific; C10339, C10340) were administrated i.p. at day 1, 3, 5 before sacrifice and processed as described for single-cell suspensions. The cells were stained for surface markers prior to fixation and treated according to the manufacturer’s instructions (ThermoFischer scientific; C10424). Cells were acquired using a Gallios flow cytometer (Beckman Coulter) and analyzed using Kaluza software (Beckman Coulter). All antibodies and reagents are specified in the enclosed technical data file. Due to technical obstacles, AnnexinV and EdU staining could not be done simultaneously with phosphorylation quantifications. Information on antibody dilutions is listed in Supplementary data 2.

### Cell sorting and culture

Cells were cultured in Dulbecco’s modified Eagles medium (DMEM, Sigma) conditioned with Fetal bovine serum 10% (vol/vol) (FBS, Sigma) and Penicillin/Streptomycin 1% (vol/vol) (Sigma) and M-CSF 20 ng/ml (R&D) or IL-34 (Biolegend). CSF1R was inhibited by PLX3397 10 ng/ml (Selleckchem) and ERK1/2 were inhibited using SCH772984 (Selleckchem) 3 ng/ml. For in vitro assays and transcriptome analysis microglial cells were sorted from single-cell suspensions by Flow cytometry employing the protocol described above or by magnetic beads. By Flow cytometry, cells from mouse CNS were sorted using a BD Influx cell sorter. Microglia were sorted as live CD11b^+^ CD45^Intermediate^ Ly6G^−^ with enhanced yellow fluorescent protein (eYFP^+^) (Fig. S1) followed by P-ERK 1/2 and P-Akt gating (Fig. 3). For bulk microglia sorting in naïve mouse CNS, we used CD11b magnetic beads and column magnetic cell sorter (MACS, Miltenyi Biotec). Neuronal cells for co-cultures were established from cells isolated P5 mouse CNS and cultured with Neurobrew (Miltenyi biotec) for 14 days before microglia were added.

### Nanostring

Microglia were isolated from freshly obtained CNS tissues, and single-cell suspensions were prepared using the Neural Tissue Dissociation Kit T (Miltenyi Biotec). Each sample is composed by CNS from one male and one female. To ensure uniform exposure to buffers and antibodies, cells were subjected to MACS sorting after labeling with CD11b beads (Miltenyi Biotec), counted and plated 500 000 cells per well. For intracellular target antibody labeling, specifically targeting phosphorylated ERK1/2 (P-ERK1/2), cells were permeabilized using a Fixation/Permeabilization kit (BD Biosciences/eBioscience). The separation of P-ERK1/2 high and low cells was achieved using a BD Influx cell sorter, with microglia identified through gating as YFP+, CD45^Intermediate^, and Ly6G-. Throughout the processing, both tissues and cells were maintained at a low temperature to ensure optimal conditions. P-ERK1/2^High^ and P-ERK1/2^Low^ microglia from aged mice were compared by transcriptome analysis internally and to microglia from adult CNS. For this purpose, we used the Nanostring nCounter system employing the “Neuroinflammation” panel of 770 genes and the nSolver software. This method has been shown before to be suitable for the analysis of RNA in cells undergone the fixation protocol required for flow cell sorting based on targeted phosphorylations^108^. 

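The factors that the normalization applied were 0.715 to 1.27 in the aged P-ERK1/2 High samples, 2.68 to 4.10 in the aged P-ERK1/2 Low samples and 1.16 to 2.47 in the 3 kept adult samples, and 0.776 in sample 11, which the authors excluded for low RIN. Divided by these factors, 100% of the gene values of the 11 kept samples were whole to within 0.1, and 97.9% in sample 11, where 16 values are listed at 1. After normalization the housekeeping genes themselves differed between P-ERK1/2 High and P-ERK1/2 Low, 5 higher and 8 lower, from *Lars* at -1.23 to *Supt7l*, and limma called both of these. The geometric mean of the positive control probes was 954 to 1244 in P-ERK1/2 High and 1149 to 1460 in P-ERK1/2 Low samples (exact two-sided permutation test on log2 values, p = 0.057), and 286 in sample 11. The total raw count was higher in P-ERK1/2 High by 2.71 log2 units (exact permutation test, p = 0.029), and the factors take this out as far as the housekeeping genes follow it.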

GSEA analysis performed with standard settings—classic scoring scheme for the enrichment score signal-to-noise metrics for the ranked gene list and presented as upregulated genes/gene set covered by the panel. The Supplementary data 1 contains all raw and normalized Nanostring nCounter expression data.

### Immunocytochemistry

CNS cells were sorted and plated into poly-L-lysine coated plates and incubated for 36 h before adding purified myelin for an additional 12 h. After washing, with 0.2% Tween-20. Non-specific binding was blocked by adding 10% BSA and serum from secondary antibody-producing species. Cells were then incubated overnight with primary antibodies diluted in PBS containing 1% BSA and 0.2% Tween-20. After washing, secondary antibodies diluted in host serum were added and incubated at 37 °C for 1 h. Finally, DAPI solution (4′,6-Diamidino-2-Phenylindole, Dihydrochloride, 0.2 μg/ml, BD Biosciences) was added to the wells for 3 min before final washing. Samples were analyzed using Zeiss LSM880 microscope and Zeiss Zen software. Cellprofiler^TM^ (Broad institute) software was used for quantitative analyses. Images were acquired using the same settings for all samples. P-ERK1/2 high and low populations were discriminated by applying a treshhold in Cellprofiler^TM^ with a qualitative control of visual appearance. The threshold was slightly adjusted between experimental analysis but not within the same panels. Primary antibodies used were anti-Cleaved Caspase 3 (9661 S, Cell signaling technologies), anti- NeuN (MAB377, Sigma-Aldrich, concentration 1:250 in PBS + 1% BSA and 0.2% Tween-20), anti-Tuj1 (801202, BioLegend, concentration 1:500 in PBS + 1% BSA and 0.2% Tween-20), CHOP (1335, Novus Biologicals, concentration 1:250 PBS PBS + 1% BSA and 0.2% Tween-20), P-ERK1/2 (369501, Biolegend, concentration 1:500 in PBS + 1% BSA and 0.2% Tween-20) LC3B (NB600-1384, Novus biologicals, concentration 1:500 in PBS + 1% BSA and 0.2% Tween-20) and secondary antibodies diluted 1:500 in PBS + 2,5% host serum.

### Immunohistochemistry of naïve CNS

Perfused brain and spinal cord tissues were immersed and fixed in 4% PFA for 24 h, followed by sucrose protection treatment (20%) for at least 48 h. Tissues were then sectioned at 14 μm after being divided and embedded in OCT cryomount (Histolab) and frozen in isopentane. Sections were then incubated in 10% FCS /0,05% Triton X-100 in PBS (blocking solution) for 30 minutes followed by staining with primary antibodies specific to P2RY12 (S16007D, BioLegend, concentration 1:500 in PBS + 0,3% Triton X) and P-ERK1/2 (6B8B69, BioLegend, concentration 1:500 in PBS + 0,3% Triton X) and LC3 (ab48394, Abcam, concentration 1:500 in PBS + 0,3% Triton X) and incubated overnight. The next day sections were stained with secondary antibodies listed in the technical sheets. Confocal images were acquired using a Zeiss LSM880 microscope and Zeiss Zen software.

### Histopathology and immunofluorescence of EAE CNS

For histopathology, paraffin embedded brain and spinal cord cross-sections (3–5 µm thick) were dewaxed in xylol, rehydrated and then stained with Hematoxylin & Eosin (HE) and Luxol Fast Blue (Kluever) to assess tissue inflammation and demyelination, respectively. The inflammatory index (I.I.) and demyelination score (DM) were determined by analyzing the mouse brain- and spinal cord cross-sections as previously described using an Olympus light microscope^109^.

For immunofluorescence (IF), 12 µm thick cryosections were obtained in the cryostat and processed as following. The sections were first air-dried for 30 minutes and the washed 3 times in PBS. Subsequent antigen retrieval step was performed in citrate buffer (pH 6.0) for 40 minutes in a steamer device (Braun, Germany). Sections were then incubated in 10% FCS /0,05% Triton X-100 in PBS (blocking solution) for 30 minutes, followed by incubation overnight at 4 °C with primary antibodies diluted in the blocking solution. Target-specific primary antibodies used for IF were rat anti-mouse CD68 (MCA1957, Biorad, concentration 1:500 in PBS + 10% BSA and 0,05% Triton X) and mouse anti-mouse amyloid precursor protein (APP; MAB348, Sigma-Aldrich, concentration 1:500 in PBS + 10% BSA and 0,05% Triton X). Secondary antibodies (donkey anti-rat and donkey anti-mouse) conjugated with Alexa Fluor dyes were obtained from Invitrogen. DAPI (4′,6-Diamidino-2-Phenylindole, Dihydrochloride, 0.2 μg/ml) was included in the last PBS washing step to visualize the nuclei. Finally, the sections were mounted using ProLong Gold Antifade reagent (Molecular Probes). Quantification of the CD3+ cells is represented as the number of the positive cells per mm2. For APP and CD68+ cells quantification, respectively, 4 confocal z-stacks per animal/brain were acquired, and the area of immunoreactivity above a set threshold was determined using ImageJ64. All images were acquired with a Zeiss LSM880 confocal microscope using ZEN software (Carl Zeiss Microimaging GmbH). The histopathological and IF analyses were performed by two blinded evaluators, respectively.

### qRT–PCR

CNS tissue and cells sorted from CNS or from in vitro cultures were lysed in RLT buffer (Qiagen) and homogenized using Qiashredder (Qiagen). RNA was extracted using RNeasy mini kit (Qiagen) and cDNA synthesized with an iScript cDNA Synthesis Kit (Bio-Rad) according to manufacturers provided protocol. qRT–PCR was performed by quantification of SYBR green (Bio-Rad) and analyzed using the Biorad CFX manager. Expression was normalized to *Hprt* or *Hprt* and *B-actin*. All primer sequences are listed in Supplementary data 2.

### Statistical analysis

GraphPad Prism 10 (http://www.graphpad.com/) was used for all the statistical analysis. All figure legends include information regarding statistical tests used and sample size. No data-points were excluded. In our experimental analyses, we employed both Anova (Analysis of Variance) and t-tests exclusively for datasets that exhibited normal distribution, as confirmed by the Shapiro-Wilk test with a significance level set at 0.05. Notably, throughout our figures and legends all p-values are shown. Detailed statistical information, including p-values and group comparisons, can be referenced in the Source data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Reporting Summary

### Source data

Source data file

## Data Availability

All data related to figures are enclosed as supplementary files. The Nanostring expression data generated in this study have been deposited in the NCBI GEO database under accession code GSE248184. Source data are provided with this paper regarding all figures in the Source data file and the Nanostring expression data as Supplementary data 1. Source data are provided with this paper.

# Supplementary material for: The aging mouse CNS is protected by an autophagy-dependent microglia population promoted by IL-34
**Source:** Nat Commun. 2024 Jan 9;15:383. doi: 10.1038/s41467-023-44556-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary figures

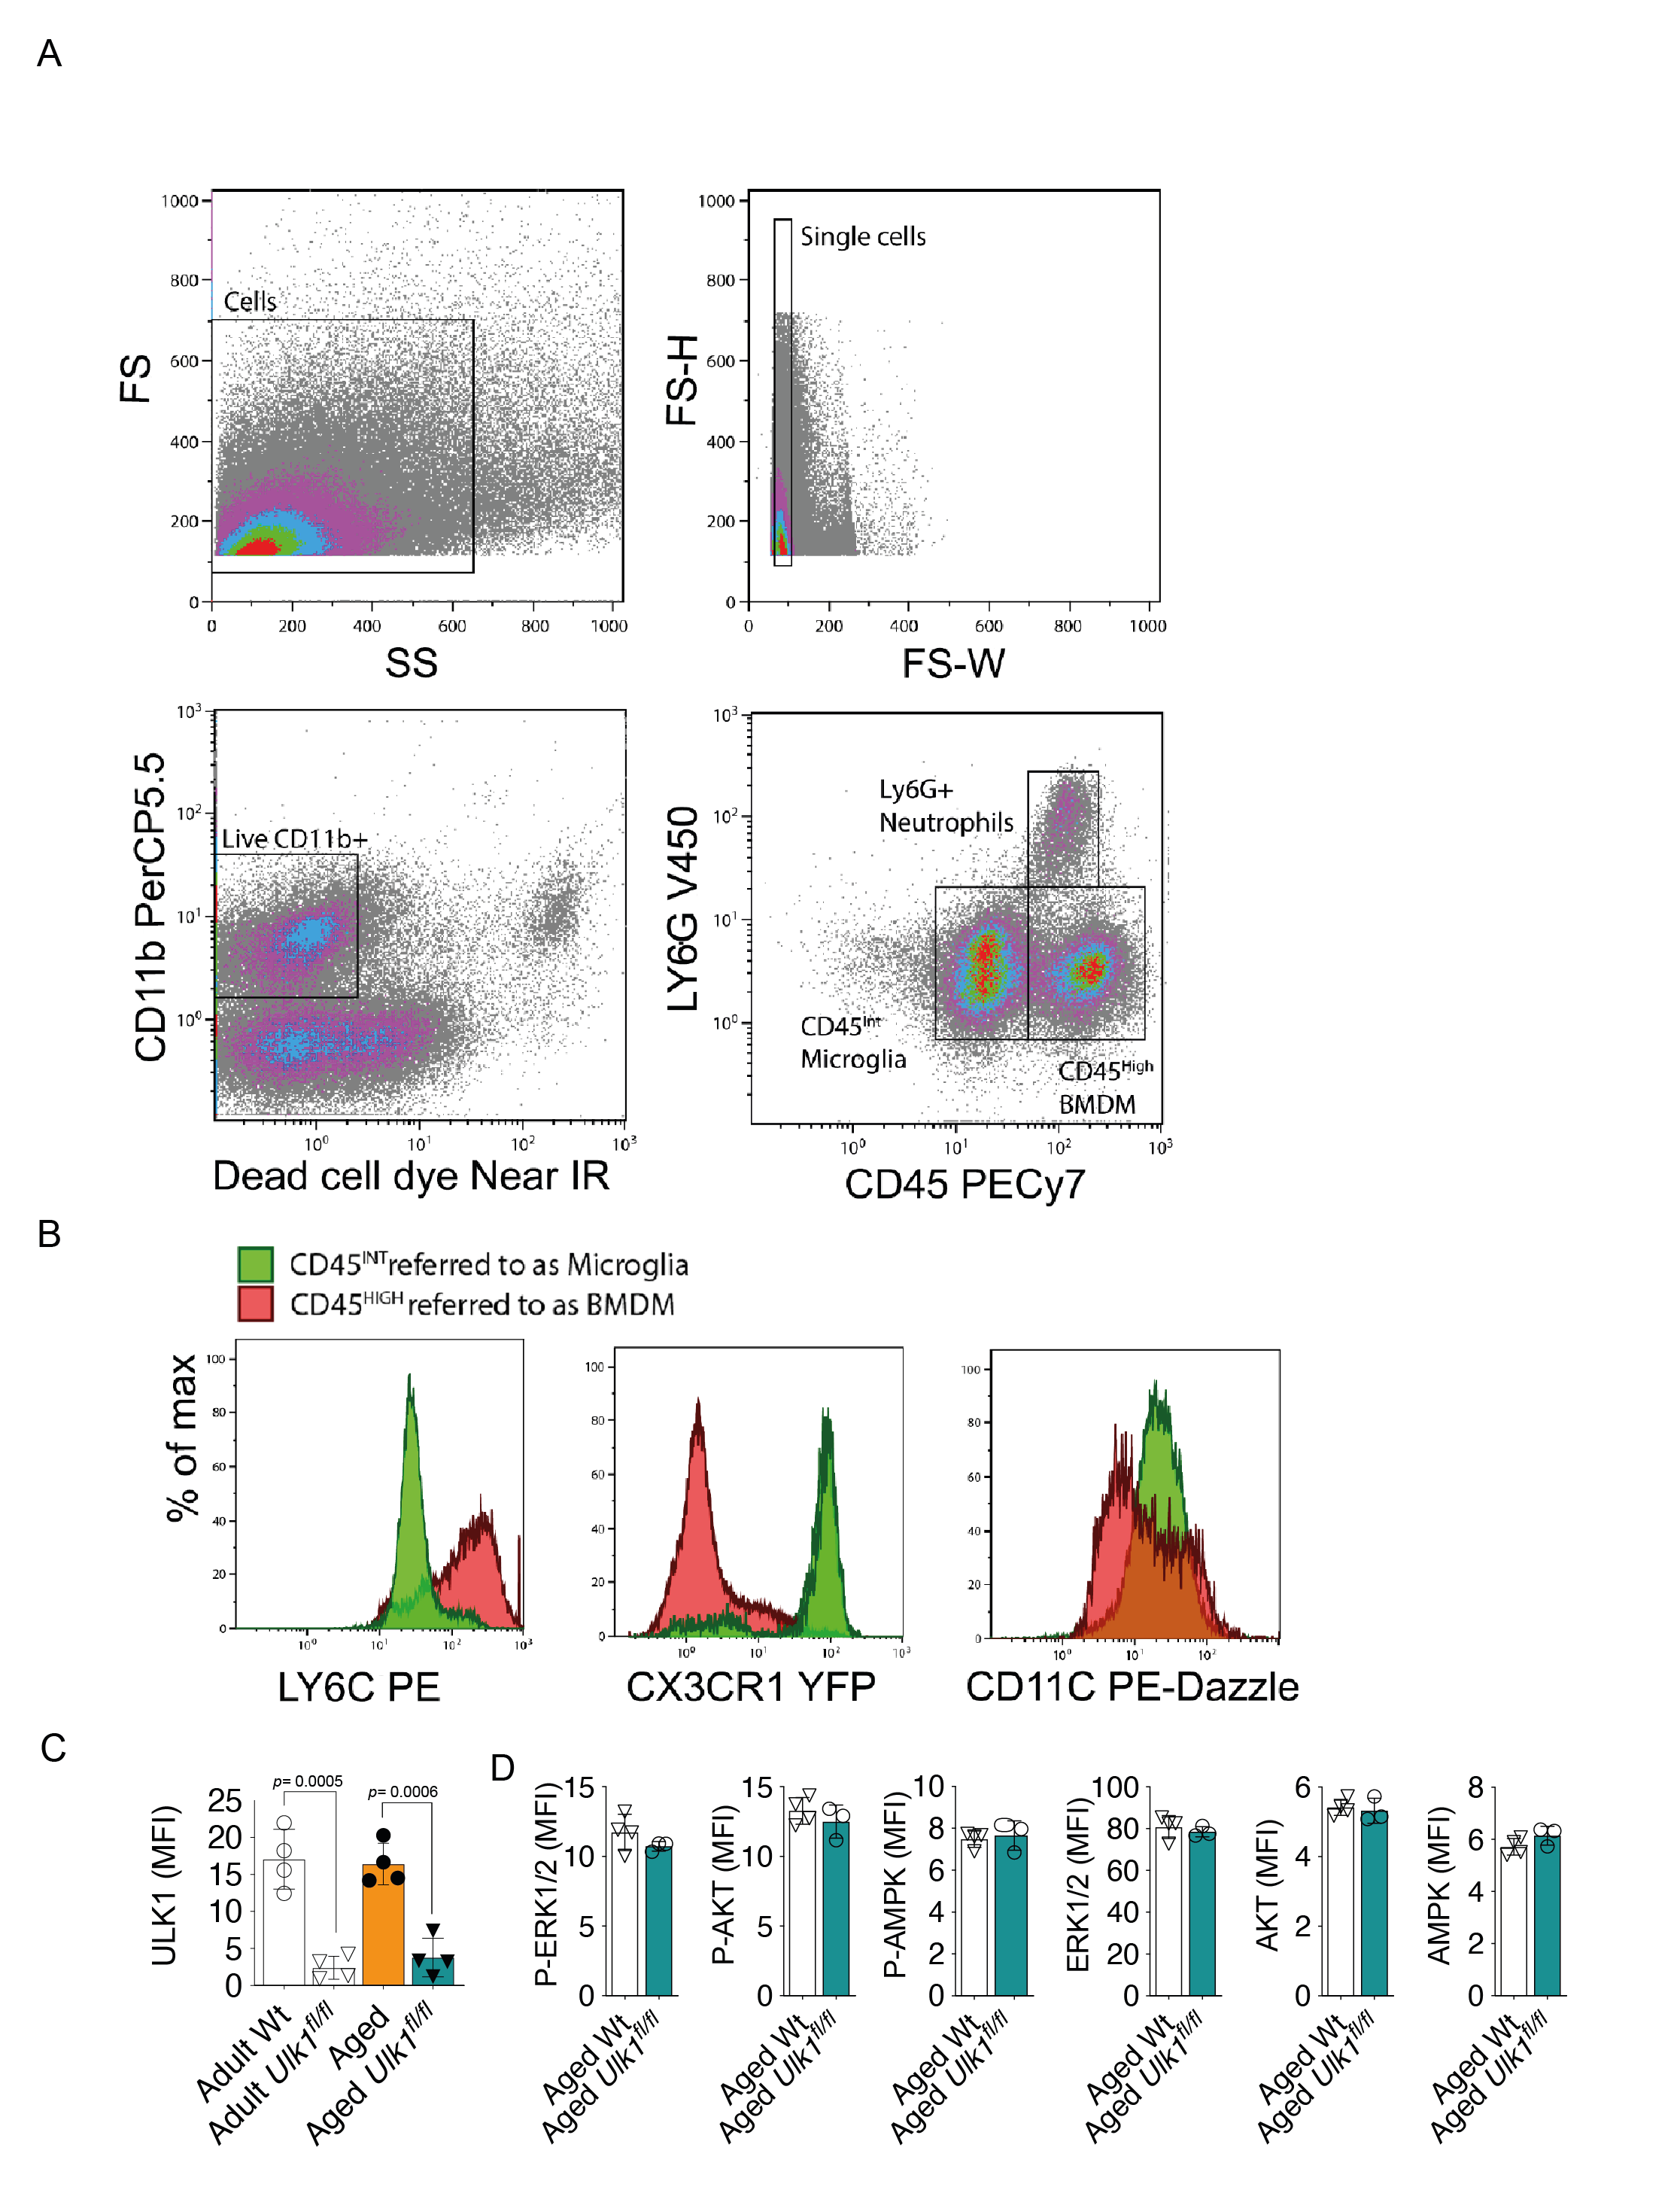

Supplementary Figure 1

(A) Myeloid and microglia flow cytometry gating strategy.

(B) Flow cytometry MFI histograms.

(C) ULK1 expression in microglia assessed by flow cytometry (all conditions *n*=4). Analyses separated for adult and aged.

(D) Phosphorylation state and total protein content in microglia (Aged Wt, *n*=4; Aged *Ulk1^fl/fl^*, *n*=3) after Tamoxifen-induced *Ulk1* deletion in vitro quantified by flow cytometry.

(C) – (D) Two-tailed unpaired T-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

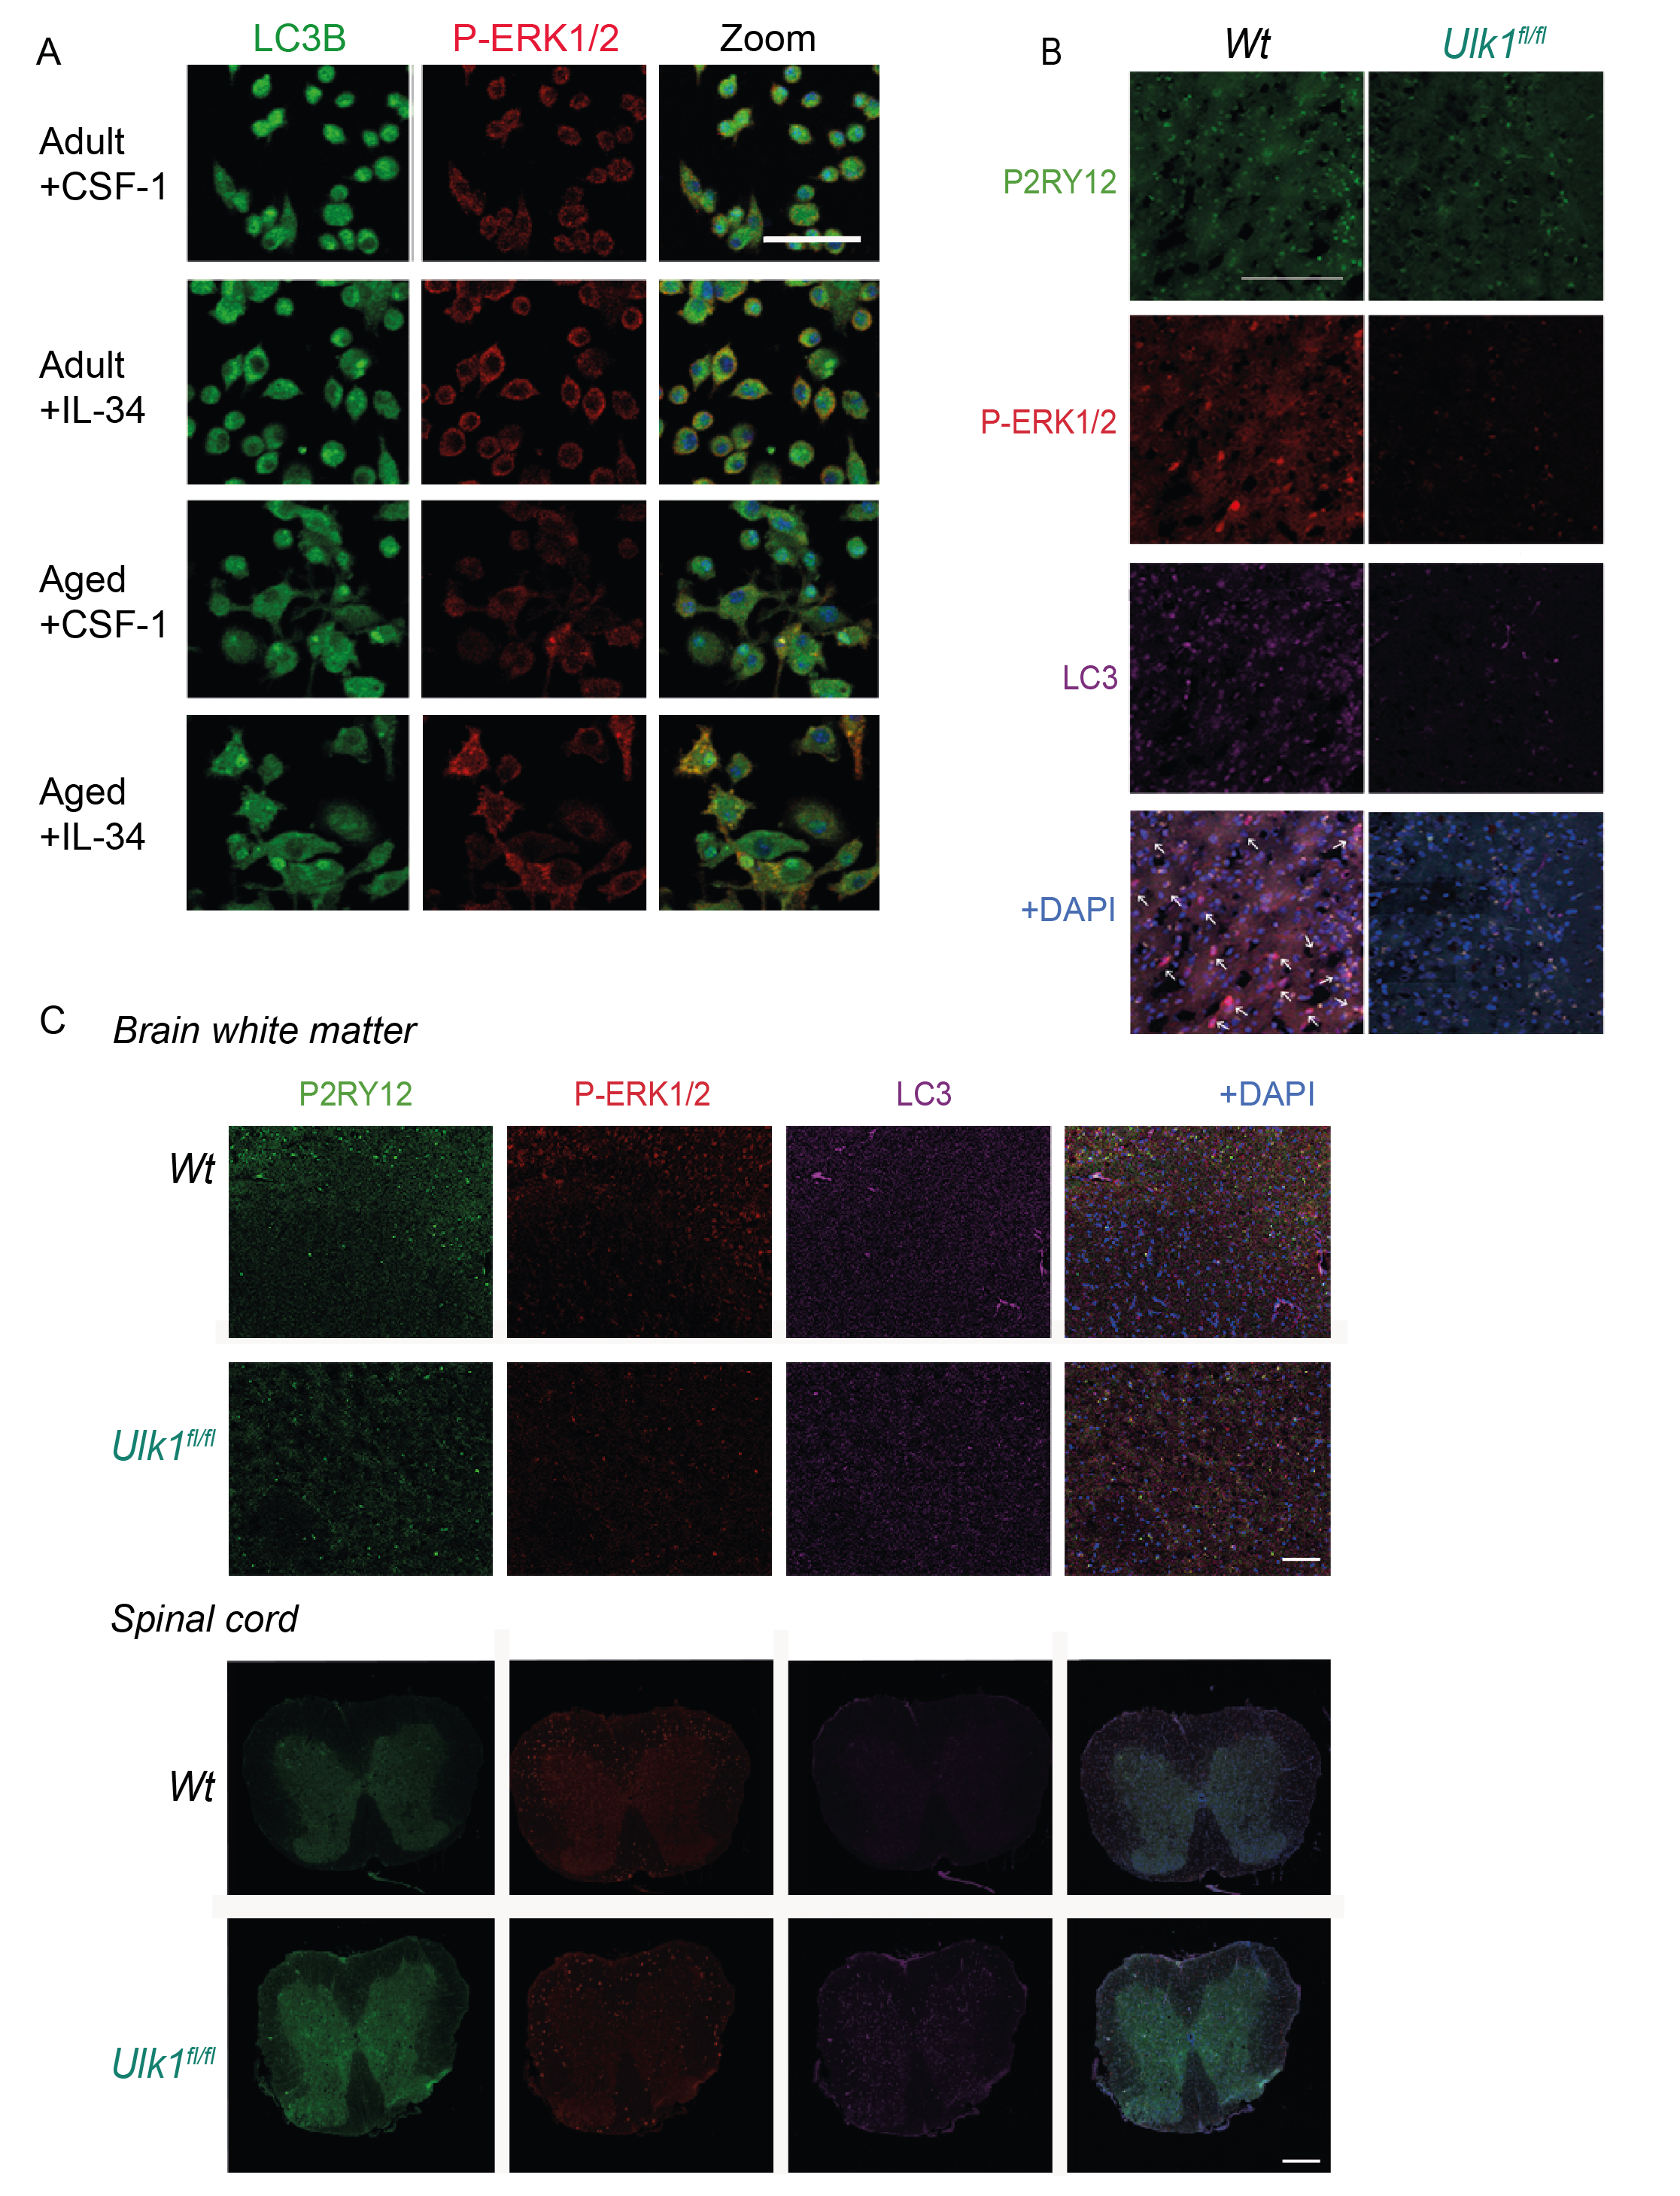

Supplementary figure 2

(A) Zoom of immunocytochemistry images from figure 3A. Scale bar represent 50 μm

(B) Immunohistochemistry images of microglia in brain cortical regions. Arrows indicate P-ERK1/2^High^ cells. Zoom of image from figure 4G. Scale bar represent 100 μm

(C) Representative immunohistochemistry images of microglia in white matter and spinal cord regions. Quantification shown in figure 4H. Scale bars represent 100 μm in images of *Brain white matter* and 200 μm in images of *Spinal cord.*

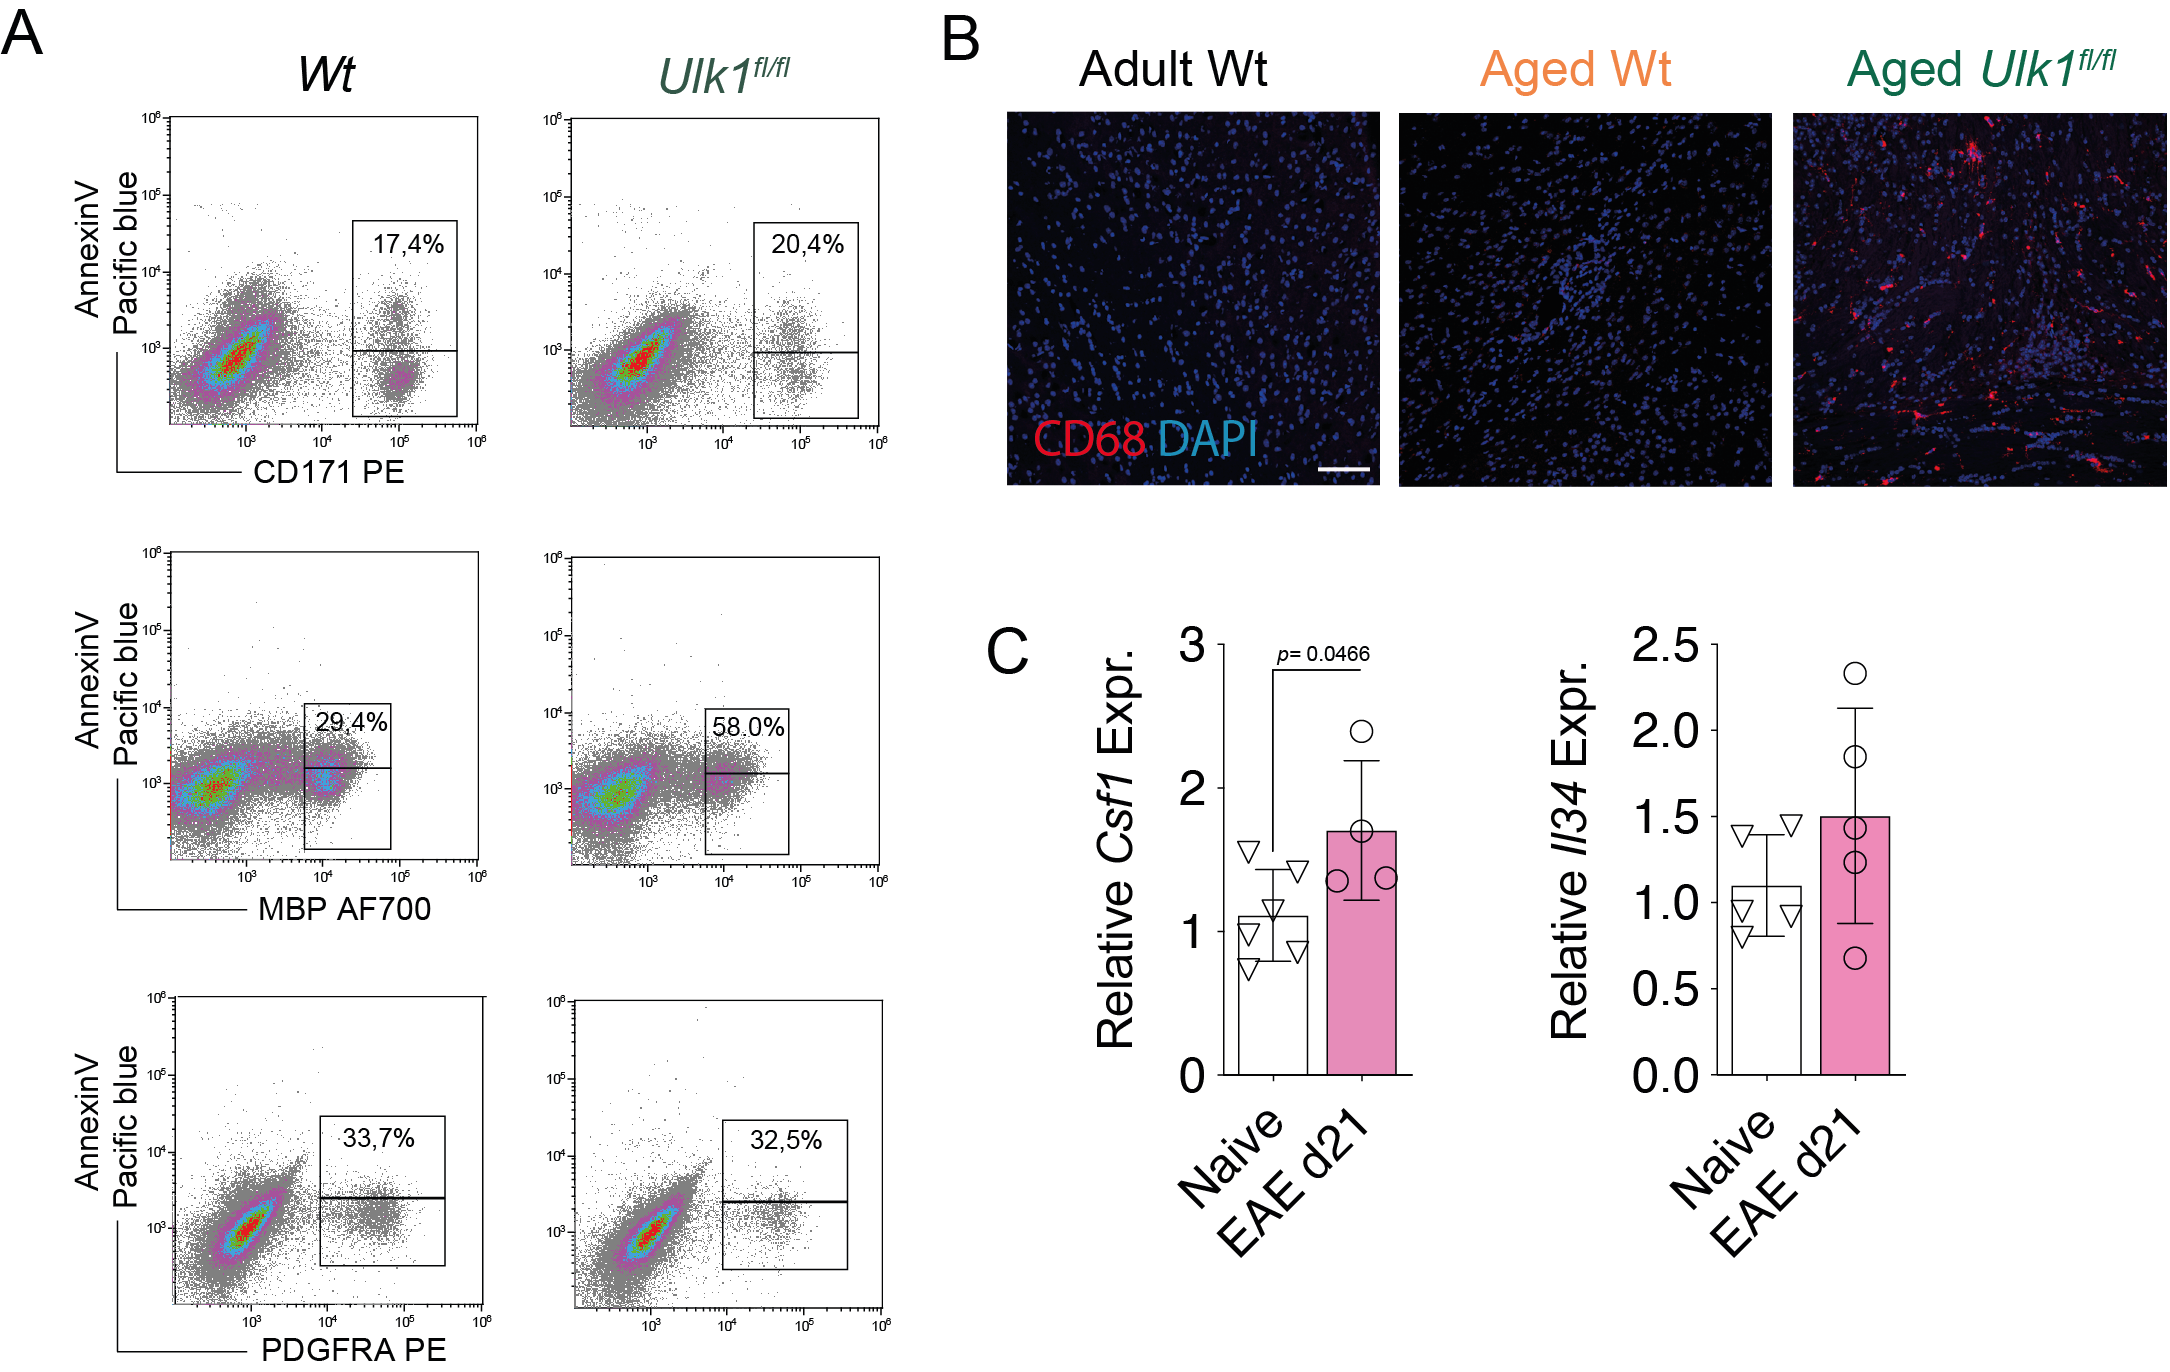

Supplementary figure 3

(A) Representative flow cytometry plots for figure 6B analysis.

(B) Representative immunohistochemical images of brain parenchyma outside lesions day 15 post EAE induction (quantification shown in figure 6C). Scale bars correspond to 250 μm.

(C) mRNA expression of *Il34* and *Csf*1 in CNS during EAE 21 days after immunization (*Csf1,* Wt aged, *n*=4; *Ulk1^fl/fl^* , *n*=5 and *Il34*, Wt aged, *n*=5; *Ulk1^fl/fl^* , *n*=5).

Adult mice were 3-5-month-old, < 1 month post-Tamoxifen treatment, Aged mice were > 20 months old, > 18 months post Tamoxifen treatment. *Ulk1^fl/fl^* refer to *Ulk1^fl/fl^* CX3CR1^CreERT2^ *and Wt* to *Ulk1^wt/wt^* CX3CR1^CreERT2^. (C) Two-tailed unpaired T-test. Error bars represent mean + SD. Source data are provided as a Source Data file.

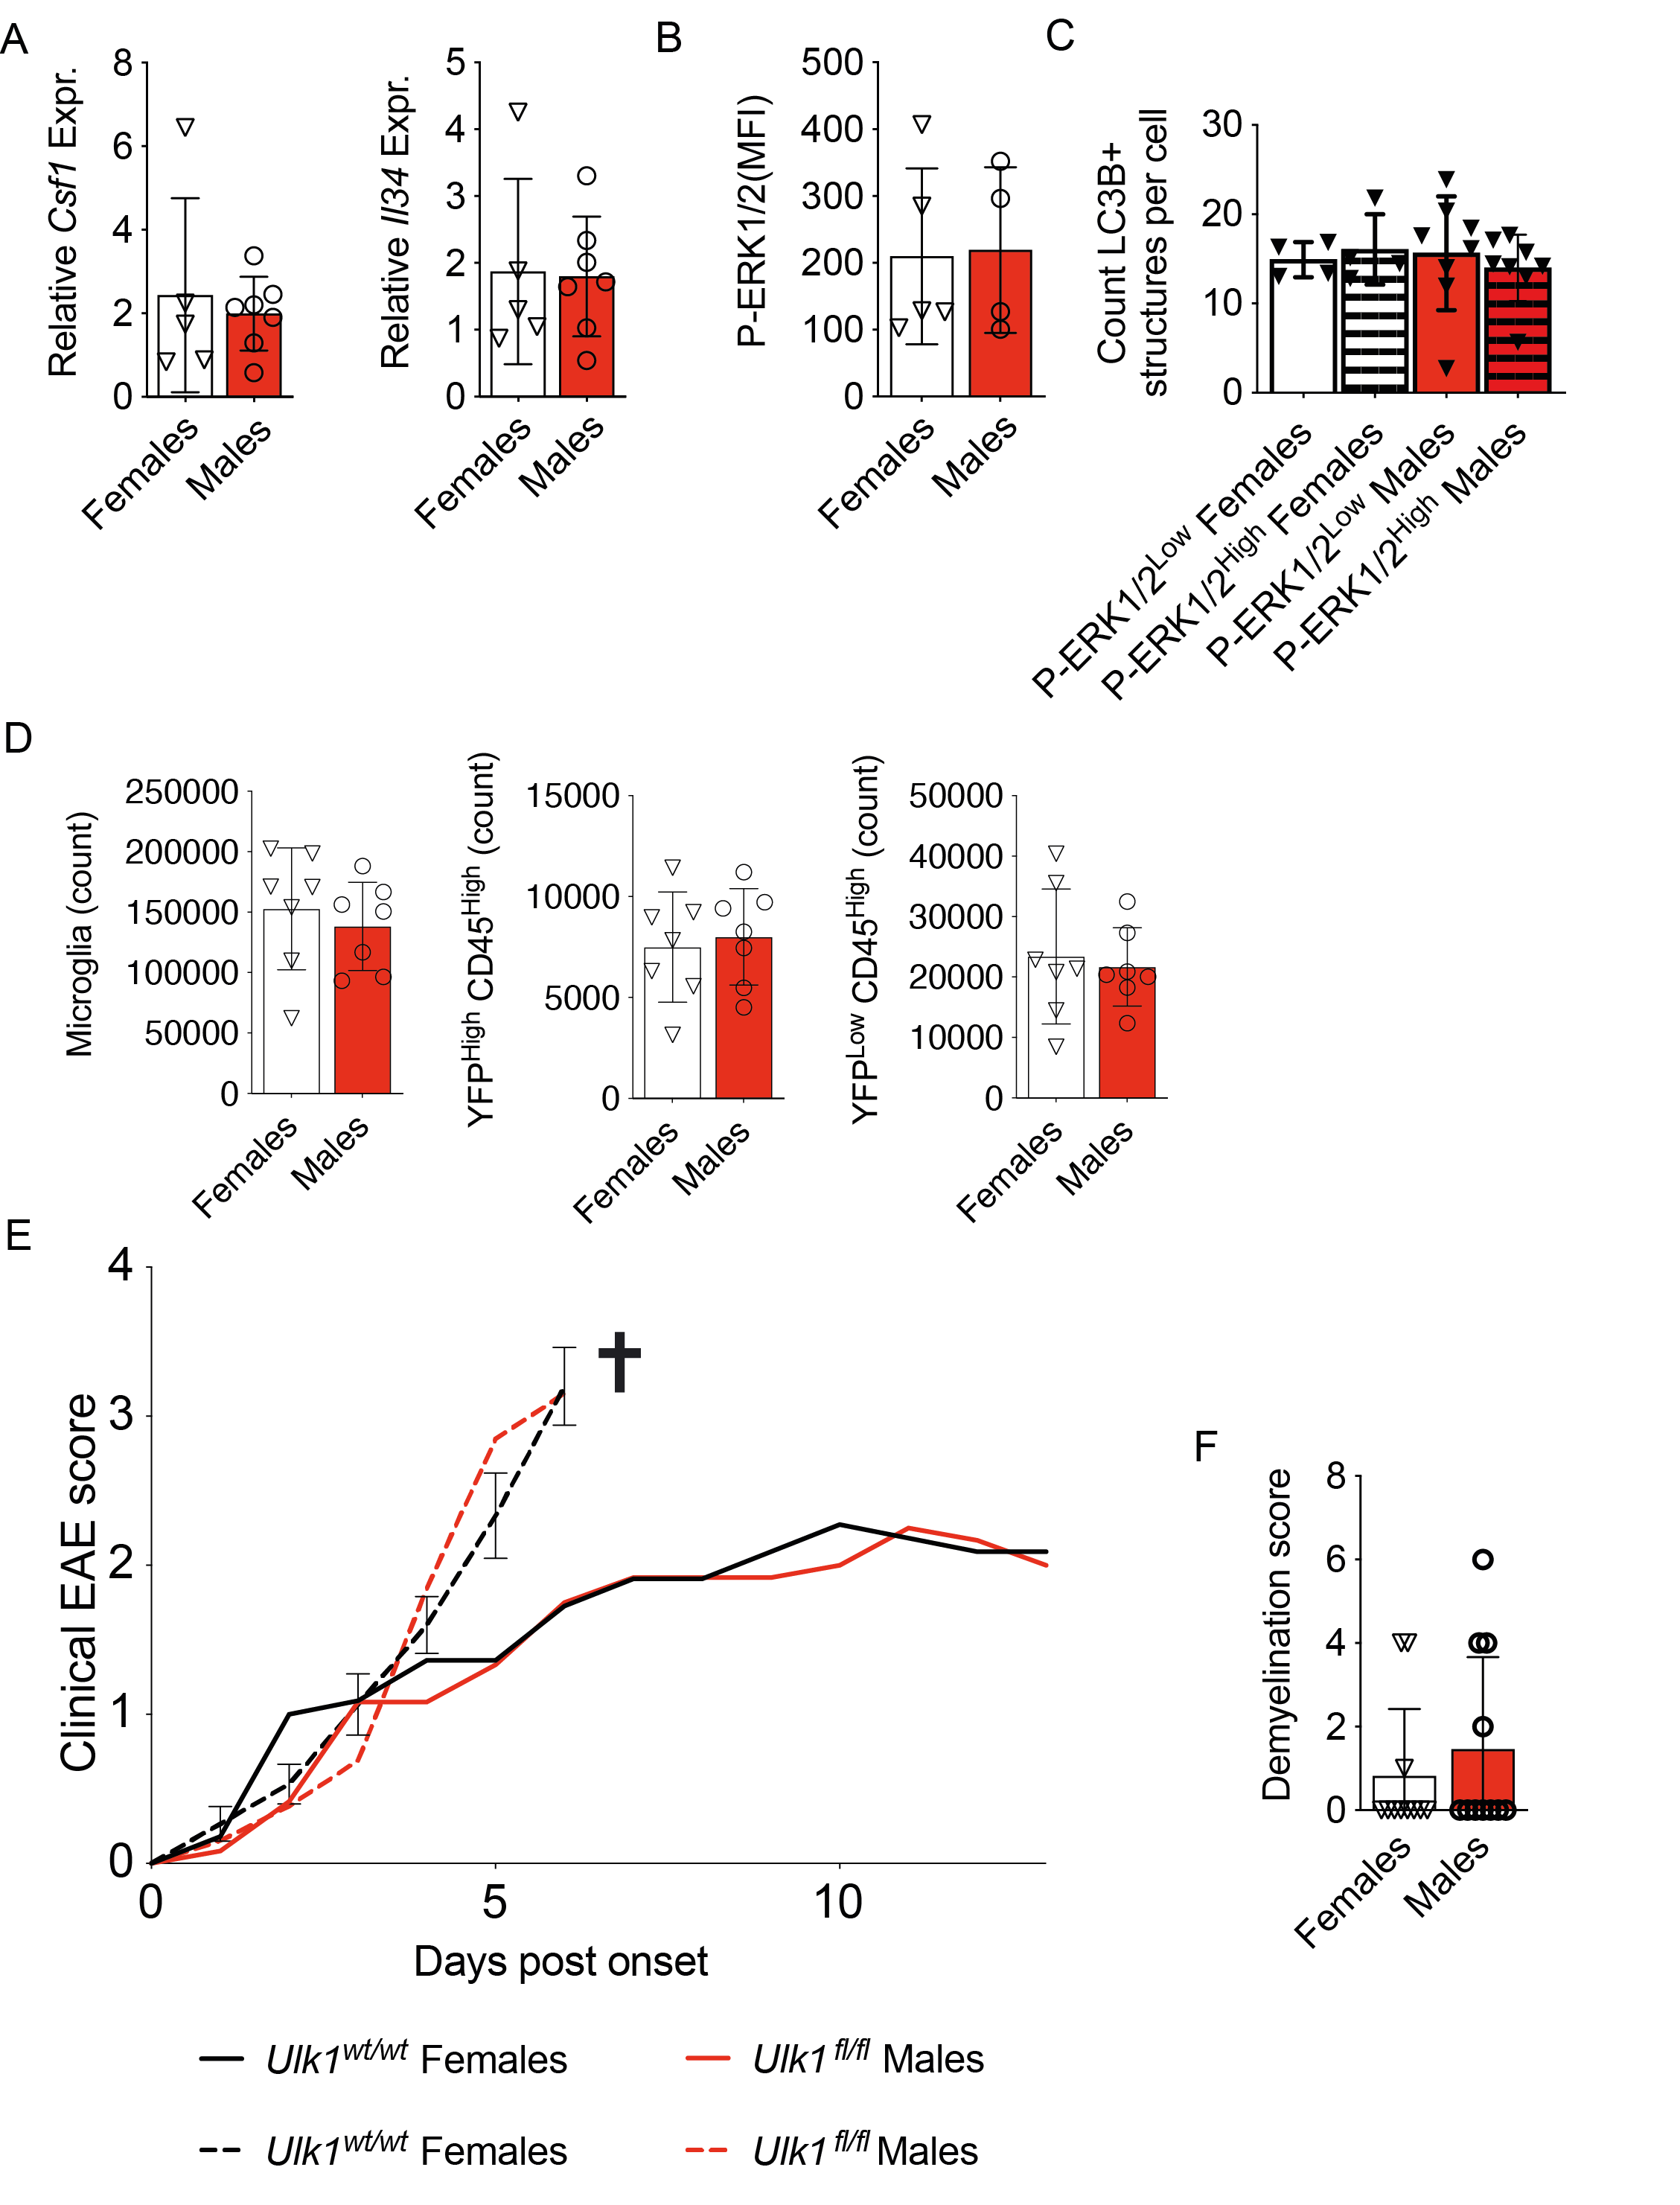

Supplementary figure 4

(A) CNS mRNA expression of *Csf1* and *Il34* normalized to *Hprt* and *B-actin* (females, *n*=5; males *n*=7). Rearranged data from figure 1D.

(B) Microglia phosphorylation status assessed ex vivo after 4h culture in CSF-1 enriched medium (females, *n* =5; males, *n* =4). Rearranged data from figure 1G.

(C) Quantification of LC3B+ autophagosomal structures in mi­­­­­­­­­croglia defined by the P-ERK1/2 level (females, *n* =4; males, *n* =8). Rearranged data from figure 3D.

(D) Flow cytometry quantification of CNS CD45^+^ populations where CD45^Intermediate^ YFP^+^ represent microglia targeted by the Tamoxifen induced *Ulk1* deletion. The YFP+ CD45^High^ populations are considered bone marrow derived myeloid cells and YFP- CD45+ other immune cells (all conditions, *n* =7)*.* Rearranged data from figure 4F.

(E) Clinical scores (left) and a graphic summary of aged mice with MOG-induced EAE (*Ulk1^wt/wt^* females *n* =11, *Ulk1^wt/wt^* males *n* =12; *Ulk1^fl/^*^fl^ females *n* =15; *Ulk1^fl/^*^fl^ males *n* =13). Rearranged data from figure 7A.

(F) Immunohistochemical images of and analysis of brain and spinal cord sampled day 15 post EAE induction. Black arrowheads indicate inflammatory infiltrates (females, *n* =11; males, *n* =11). Rearranged data from figure 6D.

(A) - (B), (D) and (E) - (F) Mann-Whitney Two-tailed *U*-test. Error bars represent mean + SD. (C) One-way Anova with Tukey posttest. Error bars represent mean + SD. Source data are provided as a Source Data file.

# Supplementary material for: The aging mouse CNS is protected by an autophagy-dependent microglia population promoted by IL-34
**Source:** Nat Commun. 2024 Jan 9;15:383. doi: 10.1038/s41467-023-44556-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

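The raw part of the supplement lists whole molecule counts for each probe, control probes included, and the normalized part lists the same counts after scaling in nSolver. The deposited gene values differ from the normalized part by at most 0.00044%. Adult sample 11 is listed in both parts and marked as excluded for its quality in the second, so 12 samples are listed and 11 were compared. *Vim* took 14.1 to 23.9% of the counts in aged P-ERK1/2 High samples, 4.42 to 5.27% in aged P-ERK1/2 Low samples, 3.58 to 6.56% in the 3 kept adult samples and 9.77% in sample 11.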

Supplementary data 1: Raw and normalized Nanostring^TM^  nCounter Neoroinflammation panel RNA expression data (adult *n*=4; aged P-ERK1/2^Low^, *n*=4; aged P-ERK1/2^High^, *n*=4).

Supplementary data 2: Technical data.

How the deposited data were processed for this re-analysis (not part of the article)

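RNA of sorted microglia was counted on the NanoString nCounter Neuroinflammation panel in 12 samples, each holding the CNS of 2 mice: 4 of aged P-ERK1/2 High microglia, 4 of aged P-ERK1/2 Low microglia and 4 of adult microglia that were not separated by ERK1/2 phosphorylation. The authors normalized the counts in nSolver and deposited one value per gene and sample. The deposited values are signal values that the authors made by multiplying each raw count by one factor per sample. The factors equal those that bring the geometric mean of the 13 housekeeping genes to one value in all samples, and no background was subtracted. The value of 173 that they bring it to is the mean over the 12 samples after a scaling of each sample to the mean of the positive controls, where the raw counts give 116, so the factors contain a positive-control step. Because the housekeeping genes are then brought to one value, this step cancels between samples. The version of nSolver is not given in the sources used here. All 12 columns of the deposited table were mapped to a sample by the sample number, and 0 columns were left unmapped. Of the 770 gene names, 763 matched a current symbol of the RefSeq gene table and 7 a synonym. The raw counts of Supplementary data 1 gave the depth of each sample and the control probes. After division by the factor, 99.8% of all gene values were whole to within 0.1.

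Samples were grouped by their labels. Adult sample 11, which the authors marked as excluded for its low RIN score, was left out of the main comparisons and added as an alternative. The comparisons were P-ERK1/2 High against P-ERK1/2 Low (n = 4 each), P-ERK1/2 Low against adult (n = 4 and 3) and P-ERK1/2 High against adult (n = 4 and 3). Each used limma 3.58.1 in R 4.3.3 on log2(value + 1) with no filter, and genes were called at p under 0.01 and a log2 fold change beyond 1, the thresholds the paper gives. Adjusted p-values follow Benjamini and Hochberg. A gene was taken as above background in a sample when its raw count exceeded the mean plus 2 SD of that sample's 8 negative control probes. Where no sample of one group was above background, the fold is also given as a lower bound against the background of that group, if this bound lies above 1-fold. Gene lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 19 lists, and each list was scored per sample as the mean centered log2 value and compared by an exact two-sided permutation test. Distances between samples were Euclidean over the log2 values, with an exact permutation test of the group labels and average-linkage clustering.

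Total raw counts were 650965 to 1539936 in P-ERK1/2 High, 123798 to 157209 in P-ERK1/2 Low and 137980 to 326575 in the kept adult samples. Counts of this size leave 278 genes above background in no P-ERK1/2 Low sample, 73 in no P-ERK1/2 High sample and 202 in no kept adult sample. The tests were tried on simulated counts with 200 of 770 genes changed by 2 log2 units at the dispersion of the samples. The limma test recovered 98% of them for P-ERK1/2 High against P-ERK1/2 Low, 97% for P-ERK1/2 Low against adult and 100% for P-ERK1/2 High against adult, with 6, 1 and 7 false calls.

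The groups, tests, main settings, named genes and most alternatives were fixed before the data were examined, apart from parts of Supplementary data 1, which holds values of the same samples: its first genes by alphabet, its housekeeping genes and its control probes had been seen. The genes named are those the paper names for this experiment in its text or labels in Fig. 2B, the 5 with the largest increase and the 5 with the largest decrease among called genes whose groups do not overlap in P-ERK1/2 High against P-ERK1/2 Low and in P-ERK1/2 Low against adult, housekeeping genes and control probes where the normalization is discussed, and members of a gene list where that list is discussed. The 19 lists were compiled from the gene names of the panel by general knowledge. The values of some early genes by alphabet (*Akt1*, *Ambra1*, *Atg14*, *Atg3*, *Atg5*, *Atg7*, *Atg9a*, *Apoe* and *Axl*) were among those seen when the lists were written. They cover autophagy, phagocytosis, scavenger receptors, lipid metabolism, disease-associated microglia, homeostatic microglia, ERK target genes, dissociation stress, proliferation, ribosomal proteins, Y-linked genes, neurons, oligodendrocytes, astrocytes, endothelium, T and NK cells, B cells, neutrophils and border monocytes.

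The alternatives were pseudocounts of 0.1 and 20, a mean value of at least 50, median-of-ratios scaling, scaling by the 6 most stable housekeeping genes, quantile normalization, scaling of the raw counts by the positive controls alone, subtraction of the negative-control background with a floor of 1, a spread shared by all 11 samples, a plain test with unequal variances, an adjusted p under 0.05 with and without the fold limit, all 4 adult samples, fry, an estimated correlation in camera, and each sample left out in turn. Added after the values were seen were edgeR 4.0.16 on the recovered counts, with the authors' factors or with TMM factors, a restriction to genes above background in a group, the tests on the 18 autophagy genes the paper does not name, and a comparison of the moves of gene groups under background subtraction. On the recovered counts edgeR with the authors' factors called 288 genes between P-ERK1/2 High and P-ERK1/2 Low, 87 between P-ERK1/2 Low and adult and 289 between P-ERK1/2 High and adult. The nSolver pathway lists, the published gene signatures and the flow cytometry of the same populations are not analysed here.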

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

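The tests of a wrong or exchanged label on samples 7 and 11, of a loss of RNA signal in sample 11, of adult tissue with the P-ERK1/2 High profile, of the other negative control probes and of the scaling were chosen after the result was seen, and the reading of the *Cd3d* and *Cd3g* test as open was settled after its value was seen. An outlying sample was looked for in 113 groups of 4 values and found in 11, where chance gives about 5% of groups.

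P-ERK1/2 High sample 7 gave 5 of these 11, each far from the other 3 samples of its group: *Tlr2* at 286 (the others 122 to 141), *Cd74* at 2356 (724 to 855), *Cd47* at 80.9 (133 to 144), *P2ry12* at 282 (128 to 151) and *Fcgr1* at 102 (130 to 134). In the kept adult samples *Tlr2* was at 251 ± 48.6, *Cd74* at 490 ± 137, *Cd47* at 189 ± 54.0, *P2ry12* at 84.0 ± 15.2 and *Fcgr1* at 169 ± 40.4 (SD, n = 3), so sample 7 departed from the other P-ERK1/2 High samples towards adult for *Tlr2* and away from adult for the other 4 genes. The same sample stood out on genes that differ with age. On 43 genes called between P-ERK1/2 Low and adult that changed by less than 1 log2 unit between P-ERK1/2 High and P-ERK1/2 Low, 34 were nearer the adult mean than the P-ERK1/2 Low mean in sample 7, against 1 to 5 in the other P-ERK1/2 High samples. Over another 114 genes, those with an adjusted p under 0.05 between P-ERK1/2 Low and adult but under the fold limit, the deviation of sample 7 from the other P-ERK1/2 High samples ran against the difference of P-ERK1/2 Low from adult (r = -0.87 across genes, which are not independent replicates), where the other 3, set against references without sample 7, had r of -0.12 to 0.26. On the genes that differ with age this is what a wrong age label on sample 7 would give, and a wrong label may be the cause. The level of 4 of the 5 outlying genes above lay farther from adult than in the other P-ERK1/2 High samples. Their direction was nevertheless that of adult against P-ERK1/2 Low for all 5, lower for *Cd47* and *Fcgr1* and higher for *Tlr2*, *Cd74* and *P2ry12*. These genes are therefore no evidence against a wrong label. An exchange of labels with sample 11 in which sample 7 is like the kept adult samples is argued against, since over all genes sample 7 lay at 0.98 between P-ERK1/2 Low (0) and P-ERK1/2 High (1). An exchange in which sample 7 is an adult sample that has the P-ERK1/2 High profile could not be excluded: on the 43 genes sample 7 lay at 0.00869 between adult (0) and aged (1), but no other adult sample with that profile exists to compare with. A pair of aged mice with an adult profile on these genes stays open and untested. The samples were kept in the groups of their labels, and leaving out sample 7 gave 289 called genes between P-ERK1/2 High and P-ERK1/2 Low.

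Adult sample 11, which the authors excluded for its low RIN score and whose profile the paper does not discuss, had a total raw count of 1464449 against 137980 to 326575 in the kept adult samples. It lay at 1.17 between the P-ERK1/2 Low mean (0) and the P-ERK1/2 High mean (1) over all genes, where the kept adult samples lay at 0.08 to 0.15, and it was nearer the P-ERK1/2 High mean for 272 of the 291 called genes. A loss of RNA signal over the panel as a whole is argued against by its 688 genes above background, more than any kept sample. A loss for single genes stays open, since 16 of its values are listed at 1. Among them is *Smarca5*, with raw counts of 304, 524 and 278 in the kept adult samples. The higher total count of sample 11 is argued against by thinning: with its counts drawn down to the median total of the kept adult samples, it still lay at 1.20. The thinned background of sample 11 does not match that of the kept adult samples, so genes near background are not decided. Adult tissue with the P-ERK1/2 High profile would deviate from P-ERK1/2 High towards adult on the 114 genes, and it did not (r = 0.10 across genes, and -0.13 with sample 7 left out of the P-ERK1/2 High mean). An exchange with a P-ERK1/2 High sample that is like the kept adult samples is argued against, since 0 of the 4 P-ERK1/2 High samples were nearer the kept adult samples than the other P-ERK1/2 High samples over all genes. A wrong label on sample 11 remains a candidate explanation: on the 43 genes it lay at 1.40 between adult and aged, and the kept adult samples, each left out of the choice of genes, lay at -0.01 to 0.27. An effect of RNA quality on the profile of sample 11, and on that of the P-ERK1/2 High samples it resembles, stays open, because the RIN scores are not analysed here. The geometric mean of its positive control probes was 286, where the other 11 samples had 954 to 1460.

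P-ERK1/2 Low sample 12 was the highest of its group for *Rala* (410, the others 335 to 345), *Trem2* (5801, the others 4869 to 4992), *Apoe* (2978, the others 2213 to 2254) and *Crip1* (1555, the others 940 to 1044), and it had the largest normalization factor of all samples, 4.10. P-ERK1/2 High sample 5 was the lowest of its group for *Blm* (417, the others 557 to 581) and had the largest total raw count. Neither a technical nor a biological explanation was tested for these 5 values.

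The negative control probe C, which has no target in mouse RNA and which the paper does not discuss, had a mean raw count of 20.5 (16 to 26) in P-ERK1/2 High and 2.75 (1 to 4) in P-ERK1/2 Low samples, and 14 in sample 11. Higher total counts of the P-ERK1/2 High samples would raise most negative control probes alike, and 0 of the other 7 separated the groups. Among these, only probe A had a lower mean in P-ERK1/2 High (24.25 against 28.75), and probe G had 6 against 1.5. A part of the rise from the total counts therefore stays open. Binding of probe C to a transcript or another probe was not tested, and no biological explanation was tested.

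The genes outside those the paper discusses with the largest rises from P-ERK1/2 Low to P-ERK1/2 High were *Cd3e* (3.81 log2 units), *Blm* (3.41), *Supt7l* (3.34) and *Kdm4d* (3.32). In P-ERK1/2 Low samples their values were 7.01 to 37.5, 27.1 to 73.8, 65.6 to 85.6 and 12.3 to 20.3. *Cd3e*, *Blm* and *Kdm4d* were above background in none of these samples, so their changes and ranks rest on a group at background. For them only the lower bounds given earlier hold. Higher total counts of the P-ERK1/2 High samples are argued against as the cause of the called genes as a set, since 243 of the 291 kept call and direction after the P-ERK1/2 High counts were thinned to the median total of P-ERK1/2 Low. Scaling by housekeeping genes that differ between the groups is argued against for the called rises as a set, since 148 of 217 kept call and direction under median-of-ratios, 6-gene and quantile scaling. T cells among the sorted P-ERK1/2 High cells remain open for *Cd3e*: *Cd3g* rose by 1.31 and *Cd3d* by 0.95, a mean of 1.13 with the limit of 1 between them, no P-ERK1/2 Low sample was above background for either, and both were above background in only 3 of 4 P-ERK1/2 High samples and at means of 51.3 and 53.8, where *Cd3e* was at 357. Of the 14 T and NK cell genes on the panel, 4 were called higher, and *Cd3e* was itself picked from these samples. *Sh2d1a* (64.0) was the most abundant of the others in P-ERK1/2 High. The ERK1/2 phosphorylation state is the biological explanation the design gives, and it stays open and untested.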

How the results depend on the processing

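The edgeR settings and the restriction to genes above background in a group, and the comparison of moves under background subtraction, were chosen after the result was seen. No paired analysis was possible because the sample numbers are unique across the groups and no pairing is given.

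Between P-ERK1/2 High and P-ERK1/2 Low, 291 genes were called. Scaling by the positive controls alone called 659, all higher in P-ERK1/2 High, and the plain test with unequal variances called 189. All other settings stayed within 1.5 times, from 243 with a pseudocount of 20 to 419 with the background subtracted, and leaving out each sample in turn gave 235 (without sample 5) to 310 (without sample 2). The balance of directions moved far more than the count. Of the 217 rises and 74 falls, 175 and 74 were kept under median-of-ratios scaling, 150 and 74 under quantile normalization, 217 and 4 with the 6 most stable housekeeping genes, 217 and 0 with the positive controls, and 126 and 68 with the background subtracted. The median change of all genes was 0.26 as deposited and -0.01, -0.11, 1.02, 2.15 and -0.44 under these settings. Background subtraction is also a change of scaling here, since 17 of the 52 housekeeping values in P-ERK1/2 Low and 1 of 52 in P-ERK1/2 High fell to the floor of 1. The 71 genes with a mean over 1000 in both groups moved by a median of -1.34 log2 units under it.

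Between P-ERK1/2 Low and adult, 83 genes were called. Positive-control scaling gave 228, background subtraction 177, an adjusted p without the fold limit 201, the plain test 54 and all 4 adult samples 34, and leaving out each sample gave 75 to 95. Between P-ERK1/2 High and adult, 284 genes were called, 173 by the plain test and 49 with all 4 adult samples, and leaving out each sample gave 225 to 303. The cause was not tested, except that the fourth adult sample is sample 11, which lies with P-ERK1/2 High, and that dropping the fold limit admits more genes. On the recovered counts edgeR with TMM factors called 300, 72 and 280 genes in the 3 comparisons, and the restriction to genes above background called 266, 73 and 266.

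The distance of P-ERK1/2 Low to P-ERK1/2 High was 1.60 times that to adult. With all 4 adult samples the ratio was 1.26 and the exact permutation test no longer passed 0.05, by the same sample 11. It passed in the other settings, with ratios of 1.36 to 2.21, and in each leave-out, with ratios of 1.51 to 1.69.

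The autophagy list had a camera p of 0.0036, and stayed under 0.05 with fry, both scalings, the filter and a pseudocount of 20, and at 0.0026 to 0.0063 with each sample left out. With the correlation estimated from the samples p was 0.30, and with the 18 genes the paper does not name it was 0.35. The score difference of 1.04 ran from 0.94 to 1.12 with each sample left out and was 0.60 over these 18 genes, where the exact permutation test still passed 0.05. Of the 19 lists, 0 passed an adjusted p of 0.05 with camera, where 1 had an unadjusted p under 0.05. There were 6 with fry, which tests against no change and not against the other genes, and 0 to 1 with each sample left out, the 1 being autophagy without P-ERK1/2 High sample 2. The direction in which camera ranked a list against the other genes turned in 7 values outside the leave-outs, 0 of them at an adjusted p under 0.05 or an unadjusted one, under median-of-ratios scaling for lipid (0.14) and disease-associated genes (0.18), and with the filter for scavenger (0.0843), lipid (0.79), neuron (1.15), B cell (1.45) and neutrophil genes (0.75). Fry asks about the sign of the change itself. It gave a rise for 6 lists that camera ranked lower than the other genes, the lipid list (mean 0.40, adjusted p under 0.05), phagocytosis (0.25), disease-associated (0.44), neuron (0.35), oligodendrocyte (0.16) and neutrophil genes (0.22), and this is no turn of their rank. The neutrophil rise rests on P-ERK1/2 High sample 7, whose score was 0.71. The other P-ERK1/2 High samples had -0.49 to 0.005, around the P-ERK1/2 Low mean of -0.23. In the leave-outs the rank turned in 4, for phagocytosis (0.14 to 0.41), lipid (0.36 to 0.45) and disease-associated genes (0.33 to 0.58).

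Among the named genes between P-ERK1/2 High and P-ERK1/2 Low, 479 values kept direction and side of the threshold outside the leave-outs, 30 lost the call, 15 gained it and 26 changed sign, called or not. Positive-control scaling reversed *Tlr2* (1.95), *Trem2* (1.47), *Apoe* (0.65), *Cd47* (0.0602), *Itgax* (1.42), *Csf1r* (1.15), *Ccl4* (0.75), *Tnf* (0.42), *Fcgr1* (0.89), *Bcl2l11* (0.10) and *Ccl7* (0.14), as its shift of all genes by 2.15 entails. Background subtraction reversed *Cd84* (-0.20), *Clec7a* (-0.10), *Eif1* (-0.0451), *Msr1* (-0.38), *Cd68* (-0.47) and *Becn1* (-0.18), and quantile normalization reversed *Spp1* (-0.10), *Cd68* (-0.0911) and *Cx3cr1* (-0.25). The 6 most stable housekeeping genes turned *Tlr2* (0.75), *Trem2* (0.26) and *Itgax* (0.21), median-of-ratios scaling *Cx3cr1* (-0.22), edgeR with the authors' factors *Tlr2* (0.0541) and edgeR with TMM factors *Cx3cr1* (-0.24), none of them to a call. In the leave-outs 340 values kept direction and call, 7 changed sign without a call (*Tlr2*, from -0.29 to 0.12, and *Cx3cr1*, from -0.20 to 0.26), 17 lost the call (*Ccl2* in 7, *Ccl7* in 5, *Clec7a* in 3, *Cd84* without sample 5 and *Fcgr1* without sample 7) and 4 gained it (*Becn1* without sample 2 or 7, *Cd68* without sample 2 and *Msr1* without sample 7). Between P-ERK1/2 Low and adult, 189 values were unchanged in this sense, 10 lost the call, 2 gained it and 4 changed sign, *Cst7* (0.77) and *Apoe* (0.10) with the background subtracted, *Apoe* with all 4 adult samples (0.15) and *Trem2* under positive-control scaling (-0.17). In the leave-outs 109 were unchanged and *Cst7*, which no sample of either group had above background, lost its call in 3. In the plain test 30 of the 38 named genes called between P-ERK1/2 High and P-ERK1/2 Low kept the call, *Atg9a*, *Clec7a*, *Tlr7*, *Ccl2*, *Csf1*, *Il1a*, *Ptx3* and *Ccl7* losing it, and 11 of 14 between P-ERK1/2 Low and adult, *Cd47*, *Cst7* and *Slco2b1* losing it. Beyond the shift just named the cause was not tested.

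Depth limits the low genes. With 278 genes above background in no P-ERK1/2 Low sample, the fold of 83 of the 291 called genes rests on a group at background. Under background subtraction these moved by a median of 0.61 log2 units and the 204 called genes with a sample above background in both groups mostly fell, with quartiles of -1.30 and -0.0586. With the P-ERK1/2 High counts thinned to 128950 per sample, 264 genes were called, 215 higher and 49 lower.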

Differences from the paper's values

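The edgeR settings named here were chosen after the result was seen.

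For aged P-ERK1/2 Low against adult microglia the paper's count of differentially expressed genes is 46, and 83 were called here. Of the alternatives set before the data were examined, the plain test with unequal variances (54), a pseudocount of 20 (60) and all 4 adult samples (34) came within 1.5 times of the paper's count. The pseudocount of 0.1 (83), the mean value filter (77), median-of-ratios scaling (76), the 6 most stable housekeeping genes (97), quantile normalization (79), positive-control scaling (228), background subtraction (177), a shared spread (75), an adjusted p with the fold limit (87) or without it (201) and each leave-out (75 to 95) did not.

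For P-ERK1/2 High against P-ERK1/2 Low the paper's count is 194 and 291 were called here, which lies exactly at the ratio used here as the limit for a difference and does not pass it. The plain test with unequal variances called 189, the nearest of the settings run.

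The lower panel of Fig. 2B places *Crip1*, *Cd36*, *Cd47*, *Ccl7*, *Ptx3*, *Mmp12*, *Cd72*, *Lrrc25* and *Il1rn* on the side marked as decreased in aged microglia, and *Fcrls* on the side marked as increased. In the deposited values all 9 were called higher in P-ERK1/2 Low than in adult microglia, by 1.31 to 3.06 log2 units, and *Fcrls* was called lower (-2.31). In the upper panel all 30 labelled genes had the direction shown, and 28 were called.

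The paper names *Msr1*, *Cd68* and *Tlr2* among the genes shared with reactive signatures and labels *Msr1* and *Becn1* as differential in Fig. 2B. Here *Msr1* changed by 0.92, *Cd68* by 0.90, *Becn1* by 0.90 and *Tlr2* by -0.02 log2 units, and none was called, while *Spp1* (1.97), *Clec7a* (1.21) and *Tlr7* (1.60) of the same group were. *Msr1* was called with the 6 most stable housekeeping genes (1.69), positive-control scaling (2.90) and without P-ERK1/2 High sample 7 (1.34). It was also called by edgeR with the authors' factors (1.12), a setting chosen after the values were seen, which leaves 1 of the 30 labelled genes, *Becn1*, uncalled. With the background subtracted *Msr1* (-0.38), *Cd68* (-0.47) and *Becn1* (-0.18) changed sign without a call, as *Cd68* did under quantile normalization (-0.0911). *Cd68* was called with the 6 genes (1.67), positive-control scaling (2.89), an adjusted p without the fold limit and without sample 2 (1.05). *Becn1* was called with the 6 genes (1.67), positive-control scaling (2.88), an adjusted p without the fold limit, and without sample 2 (1.01) or sample 7 (1.02). *Tlr2* was called under positive-control scaling (1.95).

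The paper's discussion includes *Itgax* in the phenotype of these cells. Here it changed by -0.56 and was not called, and it was called higher only under positive-control scaling (1.42) and lower under quantile normalization (-1.08) and background subtraction (-1.71). It was 0.21 and not called with the 6 most stable housekeeping genes. Without P-ERK1/2 High sample 7 it was -0.27 and without P-ERK1/2 High sample 5 it was -0.78, neither of them called.

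The paper states an enrichment of phagocytosis genes and a higher expression of scavenger receptors in P-ERK1/2 High microglia. Of 24 phagocytosis genes listed here 6 were called higher and 4 lower, with a mean change of 0.25, and of 5 scavenger receptors 1 was called higher (*Cd163*, with no P-ERK1/2 Low sample above background) and 1 lower (*Cd36*, -1.56).

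The paper states that P-ERK1/2 Low microglia share part of the homeostatic signatures. Of 13 homeostatic genes listed here 4 were called, all higher in P-ERK1/2 High, among them *Tmem119* (2.02), *Sall1* (1.70) and *P2ry12* (1.91). No P-ERK1/2 Low sample was above background for *P2ry12*, so only the lower bound given earlier holds for it. *Cd47*, named for P-ERK1/2 Low, was higher there (-1.92 in P-ERK1/2 High).

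The legend of Fig. 2 gives 4 adult samples and the statistics section states that no values were excluded. Supplementary data 1 marks sample 11 as excluded, and the normalized values of 3 adult samples were compared here.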

Other observations

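The tests of the scaling, of the labels, of the negative control probes and of the autophagy genes the paper does not name were chosen after the result was seen. The reading of the autophagy list tests and of the list count as undecided was settled after their values were seen.

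Chance as the source of the called genes is argued against, at the smallest share that 35 splits can give. Of the 35 ways to split the samples into groups of the same sizes, 1, the real one, called as many genes in each of the 3 comparisons. For the autophagy list 1 of 35 splits, the real one, gave a camera p as small, but the list holds genes the paper names for their rise in these samples, so this decides nothing. For the 18 autophagy genes the paper does not name, 1 of 35 splits, the real one, gave a score difference as large as the 0.60 seen. This argues against chance only at the smallest share that 35 splits can give, and takes the samples as independent. The astrocyte and endothelium lists, which are not tied to a claim, reached the same floor (exact permutation test, p = 0.029). Camera asks whether the 18 genes rose beyond the other panel genes, and there 13 of 35 splits gave a p as small. Chance therefore stays open for such an excess, which is biased downward because genes named for their rise were left out. The number of lists past an adjusted p of 0.05 was 0 in limma's camera, with 1 list under an unadjusted p of 0.05 and 6 lists at an adjusted p under 0.05 in fry. With 0 observed, all 35 splits had to give as many, and they say nothing about chance there.

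Higher total counts of the P-ERK1/2 High samples are one technical source of called genes, since their median total was 767969.5 against 128950 in P-ERK1/2 Low. After thinning, 243 of the 291 genes (83.5%) kept call and direction, which argues against the totals as the whole cause. Called rises numbered 215 after thinning, against 217 before, and called falls 49, against 74. Since the background of P-ERK1/2 High is thinned too, genes near background are not decided. Scaling by housekeeping genes that differ between the groups is another technical source. Of the 217 rises, 148 kept call and direction under all of median-of-ratios, 6-gene and quantile scaling, which argues against it for the rises as a set. Of the 74 falls 4 did, because the 6-gene scaling shifts the median of all genes to 1.02. Median-of-ratios and quantile scaling each kept all 74. The 6 genes are themselves lower in P-ERK1/2 High (-0.52 to -1.23), so scaling by them moves all genes up alike. The falls may therefore depend on the choice of housekeeping genes. The data hold no outside standard that follows the cells, and a higher RNA content of P-ERK1/2 High cells stays open.

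A rise of abundant genes of any pathway was tested for the autophagy list. Its median change of 1.21 lay at percentile 99.1 of 10000 random panel lists matched on mean expression, but this too rests on genes named for their rise and decides nothing. The 18 autophagy genes the paper does not name had a median of 0.43, at percentile 66.4 of their matched random lists, whose medians ran from -0.43 to 1.15 in their middle 95%. A rise shared with other pathways therefore stays open for these genes. Their percentile is biased downward, because the genes named for their rise were left out.

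The 13 lists not tied to a claim had an adjusted p of 0.92 each in limma's camera, with 0 under an unadjusted p of 0.05. Their mean log2 changes from P-ERK1/2 Low to P-ERK1/2 High were 0.98 for ERK target genes, -0.24 for dissociation stress, 0.47 for proliferation, 0.34 for ribosomal proteins, 1.10 for the 2 Y-linked genes, 0.35 for neurons, 0.16 for oligodendrocytes, 0.74 for astrocytes, 1.01 for endothelium, 0.87 for T and NK cells, 0.04 for B cells, 0.22 for neutrophils and 0.32 for border monocytes. Some of these means rest in part on P-ERK1/2 High sample 7. Its score was 0.71 for neutrophils (the other P-ERK1/2 High samples -0.49 to 0.005) and -0.49 for dissociation stress (0.20 to 0.39). It was -0.38 for proliferation (0.69 to 1.18) and 1.08 for endothelium (0.37 to 0.41). In fry the adjusted p of limma was 0.027 for ribosomal proteins, 0.017 for astrocytes, 0.025 for endothelium and 0.017 for border monocytes. Between P-ERK1/2 Low and the 3 kept adult samples 9 of the 15 proliferation genes and 5 of the 10 dissociation stress genes were called higher in P-ERK1/2 Low.

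Of the 83 genes called between P-ERK1/2 Low and adult, 35 were also called between P-ERK1/2 High and P-ERK1/2 Low, 22 of them in the opposite direction, and 35 were called in the same direction between P-ERK1/2 High and adult. These comparisons share the P-ERK1/2 Low or the adult samples, and spread within a shared group alone gives such overlaps. The number it would give was not computed, so nothing is concluded from these counts.

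P-ERK1/2 Low samples 3, 6 and 9 differed from one another by little more than counting error, and sample 12 differed from them by more. The chi-square of the raw counts per degree of freedom, over genes with at least 10 counts in the pair, was 1.15 to 1.49 between samples 3, 6 and 9 and 1.95 to 3.45 between sample 12 and these. It was 14.7 to 190.7 between P-ERK1/2 High samples and 2.08 to 11.3 between the kept adult samples. Counting error is larger at the lower totals of P-ERK1/2 Low, but adult samples 1 and 10, with totals as low, gave 2.08. No other pair within a group, sample 11 included, differed as little. Whether samples 3, 6 and 9 come from separate mice stays open, since a spread set against counting error does not decide it, and no biological explanation was tested. All tests here take the 4 P-ERK1/2 Low samples as independent, as the labels do, and if they were not, the p-values against P-ERK1/2 Low would be too small.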
